# Drought-Tolerant *Brassica rapa* Shows Rapid Expression of Gene Networks for General Stress Responses and Programmed Cell Death Under Simulated Drought Stress

**DOI:** 10.1007/s11105-017-1032-4

**Published:** 2017-05-22

**Authors:** Yi Ming Guo, Birgit Samans, Sheng Chen, Kidist B. Kibret, Sarah Hatzig, Neil C. Turner, Matthew N. Nelson, Wallace A. Cowling, Rod J. Snowdon

**Keywords:** RNA sequencing, Abscisic acid, Salicylic acid, Jasmonic acid, Gene ontology, Enrichment analysis

## Abstract

Production of oilseed rape/canola (*Brassica napus*) is increasingly threatened by dry conditions while the demand for vegetable oil is increasing. *Brassica rapa* is a genetically diverse ancestor of *B. napus*, and is readily crossed with *B. napus*. Recently, we reported promising levels of drought tolerance in a wild type of *B. rapa* which could be a source of drought tolerance for *B. napus*. We analysed global gene expression by messenger RNA sequencing in seedlings of the drought-tolerant and a drought-sensitive genotype of *B. rapa* under simulated drought stress and control conditions. A subset of stress-response genes were validated by reverse transcription quantitative PCR. Gene ontology enrichment analysis and pathway enrichment analysis revealed major differences between the two genotypes in the mode and onset of stress responses in the first 12 h of treatment. Drought-tolerant plants reacted uniquely and rapidly by upregulating genes associated with jasmonic acid and salicylic acid metabolism, as well as genes known to cause endoplasmic reticulum stress and induction of programmed cell death. Conversely, active responses in drought-sensitive plants were delayed until 8 or 12 h after stress application. The results may help to identify biomarkers for selection of breeding materials with potentially improved drought tolerance.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s11105-017-1032-4) contains supplementary material, which is available to authorized users.

## Introduction

Meeting growing global demand for vegetable oil is becoming increasingly challenging in the face of climate change, with drought conditions threatening oilseed production in many parts of the world (Tester and Langridge 2010). The allopolyploid oilseed crop *Brassica napus* L. (canola, rapeseed, oilseed rape; genome AACC, 2n = 38) is the most important *Brassica* species worldwide (Prakash et al. 2012) and is the second-most important oilseed crop in temperate climatic areas. However, low genetic diversity (Becker et al. 1995; Bus et al. 2011; Cowling 2007) in this recently evolved species limits the possibility to breed for drought tolerance and other environmental adaptation traits, meaning that identification of variation for drought-tolerance genes from related species has become urgent for canola breeding. In contrast, *Brassica rapa* L. (AA, 2n = 20), one of the diploid ancestor species of *B. napus*, is renowned for its wide genetic diversity (Annisa and Cowling 2013; Guo et al. 2014; Ofori et al. 2008; Zhao et al. 2005). Interspecific crosses between these *B. rapa* and *B. napus* are relatively easy to achieve, so there is great potential to transfer useful genetic variation from *B. rapa* into *B. napus*.

Plants have evolved various mechanisms to adapt to and cope with water stress conditions by implementing a series of biochemical, molecular, physiological and/or morphological changes (Moore et al. 2009; Turner 1997). Over the last decade, efforts have focussed on understanding these complex mechanisms and recent progress has been extensively reviewed (Cattivelli et al. 2008; Huang et al. 2008; Varshney et al. 2011). Recently, gene expression profiling techniques based on ultra-high throughput messenger RNA sequencing (mRNA-Seq) have brought unprecedented resolution to global transcription profiling including the potential for discovery of new transcripts or genes (Ozsolak and Milos 2011; Wang et al. 2009). The whole genome sequences of *B. rapa* (Wang et al. 2011) and *B. napus* (Chalhoub et al. 2014) enabled direct associations of transcriptome sequence data with *Brassica* crop genomes (Tong et al. 2013). Comparisons of transcriptomes under stressed vs. control conditions can help to gain a comprehensive insight into how plants respond to stresses and to identify and characterize the genes and gene networks responsible for mounting stress tolerance responses. For example, Yu et al. (2012) and Liu et al. (2015) identified a large number of differentially expressed genes after dehydration stress in Chinese cabbage and *B. napus*, respectively, revealing a high transcription complexity involved in this process. Therefore, identification of differences in transcriptional responses between drought-sensitive and drought-tolerant *B. rapa* accessions in response to osmotic stress can potentially provide new information about the mechanisms and regulation of stress tolerance, and help identify novel methods to breed for drought tolerance.

An essential step for transcriptome analysis is the biological interpretation of observed differences in gene expression. Gene ontology (GO) analyses provide an approach to associate transcriptome sequence data with biological understanding by linking differentially expressed genes to putative molecular functions (Falcon and Gentleman 2007). However, genes showing significant responsiveness to stress are not necessarily the most effective targets for enhanced drought tolerance and yield protection (Serraj and Sinclair 2002). Rather, the pattern of significant biological or molecular changes arising from a group of genes is of more interest, because these describe the general response mechanisms associated with the stress tolerance phenotype.

A relatively small number of well-known hormones and transcription factors are actively involved with regulating tolerance to stresses, such as abscisic acid (ABA), salicylic acid (SA), jasmonic acid (JA) and calcium-mediated transcription factors (Shinozaki and Yamaguchi-Shinozaki 2007). Among the regulatory metabolites driving drought responses, the phytohormone ABA is arguably the most important. ABA controls the expression of drought stress-related genes and is responsible for closure of the stomatal aperture (Cutler et al. 2010; Davies and Zhang 1991). Some links have been demonstrated between ABA function and sulphur metabolism. For example, in maize (*Zea mays*) sulphate was found to be the only xylem-borne metabolite that follows ABA transport from root to shoot and regulates the ABA-induced closure of stomata in the leaves (Ernst et al. 2010). Glucosinolates, a group of sulphur-rich compounds found exclusively in the Brassicaceae, are also believed to be involved in the plant defence system and possibly with abiotic stress tolerance (Halkier and Gershenzon 2006). Whereas glucosinolate contents in seeds of canola-quality *B. napus* have been largely reduced by intensive breeding for seed meal quality (Snowdon and Friedt 2004), an enormous diversity for glucosinolate compounds is found in leaves of different *B. rapa* accessions (Cartea and Velasco 2008) with various pathways (Pino Del Carpio et al. 2014). Variation in glucosinolate synthesis and its response to stress may be of particular interest as a potential factor contributing to drought tolerance in *Brassica* species.

Apart from metabolite accumulation during osmotic stress, programmed cell death (PCD) is another well-known factor in plant defence (van Doorn and Woltering 2004) and disease susceptibility (Li et al. 2008). PCD is an active cellular process that facilitates the removal of unwanted or damaged cells and is essential for cellular differentiation and tissue homeostasis (van Doorn et al. 2011). High salinity leads to ionic, osmotic and oxidative stress in plants, resulting in the induction of signalling events that lead to PCD in higher plants (Wang et al. 2010). Duan et al. (2010) reported the pattern and morphological characteristics of PCD induced by water stress, which might represent an important mechanism of plant drought tolerance at the organ level. It has also been demonstrated that PCD can be mediated by stress induced by caspase-like enzymatic activities in the endoplasmic reticulum (Cai et al. 2014).

In previous work, we identified considerable variation for drought tolerance among nine *B. rapa* and one *Brassica juncea* accessions that were subjected to detailed physiological evaluations of drought responses under controlled environment conditions (Guo et al. 2015b). A wild-type *B. rapa* ssp. *sylvestris* was found to maintain mature plant biomass following a transient drought stress during the early reproductive stage, compared to control conditions, whereas a Yellow Sarson type (*B. rapa* ssp. *triloculoris*) suffered significant reductions in mature plant biomass under the same conditions (Guo et al. 2015b). Similarly, in *B. napus*, we demonstrated that drought-tolerant and drought-susceptible cultivars exhibit differential physiological responses to osmotic stress, including considerable differences in ABA responses and osmotic adjustment (Hatzig et al. 2014). However, the genetic mechanisms underlying differences between drought-sensitive (DS) and drought-tolerant (DT) accessions remain unknown. Identification of the major drought response pathways and potential regulatory factors whose expression changes are in associated with drought-tolerant traits would be highly valuable for breeding of new drought-tolerant varieties.

The objectives of this study were (i) to assess genes and gene pathways in DT and DS *B. rapa* accessions which respond to osmotic stress vs. non-stress treatments; (ii) to elucidate differences between DT and DS accessions in temporal patterns of gene and network expression after stress application; and (iii) to investigate patterns of enrichment for GO and metabolic regulation pathways associated with response to drought in the DT and DS *B. rapa*.

## Materials and Methods

### Plant Materials and Growth Conditions

Two accessions of *B. rapa* (CR2355 and ATC92037) were selected as contrasting genotypes for this study. CR2355 is a wild-type *B. rapa* ssp. *sylvestris*, and was defined as drought tolerant when it maintained mature plant biomass following exposure to transient drought stress at the reproductive stage (Guo et al. 2015b). On the other hand, the Yellow Sarson type ATC92037 suffered significant biomass reduction in mature plants under the same drought stress treatment and is therefore considered to be drought sensitive (Guo et al. 2013; Guo et al. 2015b).

Plant materials were grown in a hydroponic growth system which enables controlled application of osmotic stress to the roots by addition of polyethylene glycol (PEG) 6000 (Carl Roth GmbH + Co. KG, Karlsruhe, Germany), combined with the ability to harvest not only leaf materials but also clean, soil-free root samples for gene expression profiling. The plant growth system and stress experiments have been previously described in detail by Hatzig et al. (2014).

Ninety-six seeds per genotype were germinated in 1% agar gel in plastic tubes (0.2 ml volume) at 10 °C in the dark for 2–4 days before removal of the bottom of the tubes and each transferred into a hole bored in the lid of a 50-ml Falcon tube containing Murashige and Skoog (MS) medium solution (Murashige and Skoog 1962) (Duchefa Biochemie, Haarlem, The Netherlands). After 7 days, the seedlings were transferred inside the lids of the tubes to open tubes inserted into 150 mm deep 10 L aquaria in a controlled environment chamber with a day length of 16 h, 60% humidity, day/night temperatures of 16 °C/12 °C and photosynthetically active radiation of 216–257 μmol m^−2^ s^−1^. The nutrient solution was changed at 7-day intervals.

At 25–27 days after sowing, when the plants had four to five true leaves (BBCH 14–15) (Lancashire et al. 1991), osmotic stress was applied to half of the seedlings by adding 2.5% PEG 6000 and the other half remained with MS medium as a control. The corresponding osmotic potentials of the different PEG solutions can be calculated as follows using the formula of Michel and Kaufmann (1973): −0.022 MPa at 2.5% PEG 6000. To ensure oxygen supply, the solutions were aerated using a pressure air pump.

### Tissue Sampling, Total RNA Extraction and Pooling

Whole shoots and roots were sampled 4, 8 and 12 h after imposition of the stress, shock-frozen immediately in liquid nitrogen and stored at −80 °C until RNA extraction. Three biological replicates per time point, genotype and stress treatment were harvested.

Total RNA was extracted using the RNEasy Mini Kit (Qiagen, Hilden, Germany) from shoot samples and treated with DNase using the RNase-free DNase Set (Qiagen, Hilden, Germany) during the process. The quantity and quality of all RNA samples were checked using a Fragment Analyzer™ Automated Capillary Electrophoresis system (Advanced Analytical, Heidelberg, Germany). Equimolar RNA samples from the three biological replicates were then pooled (Fig. 1) and used to prepare 12 complementary DNA (cDNA) libraries for mRNAseq analysis (2 genotypes × 3 time points × 2 stress treatments).

**Fig. 1:**
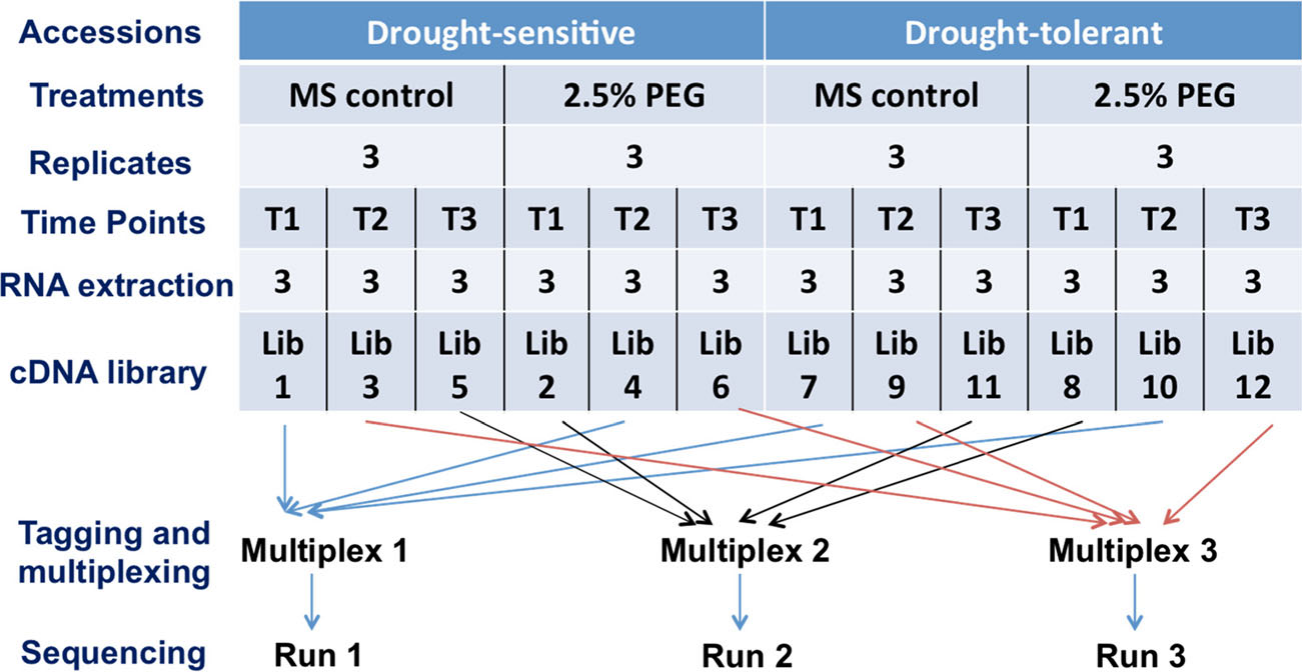
Research workflow employed in this experiment. The drought-sensitive and drought-tolerant genotypes of *Brassica rapa* were subjected to two treatments (*2.5% PEG* osmotic stress and *MS* medium control). Leaf tissues were sampled 4, 8 and 12 h after imposition of treatment, indicated by time points *T1*, *T2* and *T3*, respectively. Each library contained three biological replicates which were pooled into three multiplex for three sequencing runs

### cDNA Library Construction and Sequencing

cDNA libraries were prepared with the TruSeq Stranded Total RNA with Ribo-Zero™ Plant kit from Illumina (Illumina, San Diego, CA, USA), according to the manufacturer’s protocol. Each cDNA library was tagged with Multiplex Identifier barcode adaptors, with three independent multiplexes created by following the rule of randomizing (Fang and Cui 2011) with mixed libraries from different sampling time points (Fig. 1).

The quantity of each cDNA library was checked using the KAPA library quantification kit (KAPA Biosystems, Wilmington, MA, USA), and the fragment size was check by capillary electrophoresis using a QIAxcel Advanced (Qiagen, Hilden, Germany) before final multiplexing for sequencing. Each multiplex was freshly prepared and diluted as instructed by the MiSeq user manual (Illumina, San Diego, CA, USA). MiSeq reagent kits v2 (2 × 150 bp) containing pre-filled, ready-to-use cartridges were used for each sequencing run.

### Sequencing Data Analysis

#### Pre-processing and Mapping of Reads

After separation of the pooled raw sequence data according to the library-specific barcodes, read qualities of the sequences from the 12 mRNA-Seq libraries were initially checked using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and pre-processed by removing putative adapter sequences with the cutadapt package (Martin 2011), trimming the first 11 bp (to remove hexamer bias) and removing low-quality reads using the fastx_trimmer and fastq_quality_filter (-q 28 -p 95) algorithms from the fastx_toolkit (http://hannonlab.cshl.edu/fastx_toolkit/).

After pre-processing, the reads were aligned to the *B. rapa* cv. Chiifu reference genome v1.5 (Wang et al. 2011) allowing three mismatches, then normalized and quantified as fragments per kilo bases of exons for per million mapped reads (FPKM) values (fragments per kilo bases of exons for per million mapped reads) using the spliced aligner TopHat/Cufflinks (Trapnell et al. 2009; Trapnell et al. 2012).

#### Comparison of Differential Gene Expression

For both the DS and DT genotypes, the log_2_ ratios of the FPKM values were calculated over all three time points to compare the osmotically stressed (PEG) plants and the MS control samples. Differentially, expressed genes were filtered by a minimum fold change of 2. For each time point, genes differentially expressed in both genotypes or uniquely in one of the genotypes were obtained using Venn diagrams (Fig. 2). The original gene expression profiling data are available (Guo et al. 2015a).

**Fig. 2:**
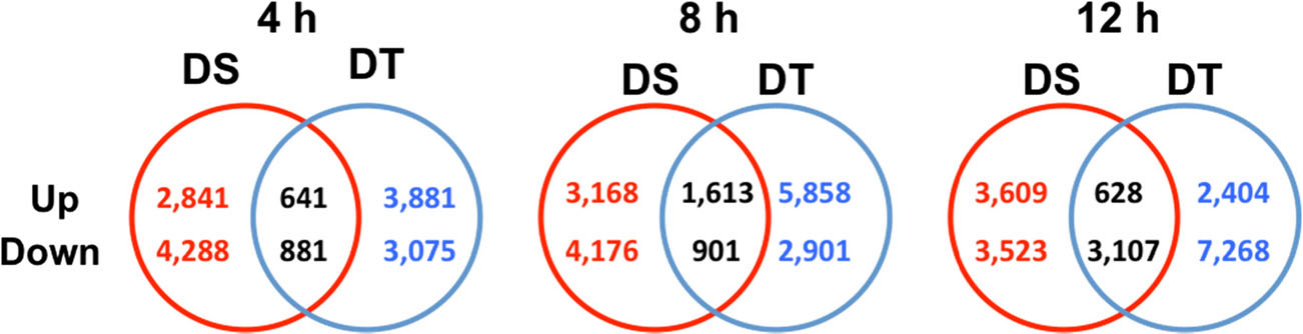
Venn diagrams showing the numbers of up- and down-regulated genes unique to either the drought-sensitive (DS) or the drought-tolerant (DT) *Brassica rapa* genotype or common to both genotypes at 4, 8 and 12 h after imposition of treatment

#### Gene Ontology Enrichment Analysis

The sequences of the *B. rapa* transcriptome (Brassica_rapa_v1.5) were functionally annotated using Blast2GO (Conesa et al. 2005). The GO terms of differentially expressed genes were summarized and plotted using the online tool WEGO (Ye et al. 2006). The number of differentially expressed genes in different categories describing the biological process, molecular function or cellular components, respectively, was obtained from the WEGO summary output.

Genes commonly (in both genotypes) or uniquely (in one of the genotypes) upregulated when comparing PEG and control treatments were analysed for enriched GO terms at each time point using the GOstats package implemented within the R/bioconductor environment (Falcon and Gentleman 2007). Enriched GO terms and the corresponding *P* values (*P <* 0.01) were then used as input for the REViGO analysis (http://revigo.irb.hr) to reduce redundancy within lists of GO terms and visualize semantic clustering of the identified top scoring GO terms (sorted by *P* values) (Supek et al. 2011) (Table S1). A medium-sized similarity using the *Arabidopsis thaliana* database for GO terms was applied when processing the REViGO analysis.

#### Pathway Enrichment Analysis

Additionally, the gene lists with commonly and uniquely upregulated genes were analysed for enriched pathways. Pathway annotations for *B. rapa* were downloaded from the MapMan Store (http://mapman.gabipd.org/web/guest/mapmanstore), and for each pathway, an enrichment analysis was conducted to detect significantly enriched pathways with a Fisher’s exact test (*P* < 0.05) based on the *B. rapa* transcriptome as the background set (Table S2).

#### Heat Map Plotting and Dendrogram

Genes with documented responsiveness to drought or osmotic stress were selected from the GO annotation ‘responsive to stimulus’ to compare the gene expression changes. The ‘pheatmap’ package implemented in *R* (Kolde 2013) was used to generate the heat map based on the hierarchical clustering result.

### qRT-PCR

Plants of DS and DT were grown in steam-sterilized potting mix in 12-cm pots, and soil moisture was adjusted to field capacity on a daily basis. At first flower, water was withheld from the drought treatment for 7 days, but watering continued in the well-watered treatment. On the seventh day, poly-A+ RNA was extracted from leaves of the DT and DS accessions in both the drought and well-watered treatments using oligo-dT magnetic beads (Dynabeads, Invitrogen Life Technologies, Grand Island, NY). Single-strand cDNA was synthesized using Bioscript RT (Bioline, Alexandria, NSW) on the beads (Jost et al. 2007). Gene-specific primers for candidate stress-related genes found in the *B. rapa* reference genome sequence (Wang et al. 2011) were designed based on the nucleotide sequence of the chosen unigenes using Primer 3.0 Software (Rozen and Skaletsky 2000). Primers used in qRT-PCR analyses are summarized in Table S3. qRT-PCR reactions were run on the 7500FAST Sequence Detection System (Applied Biosystems, Life Technologies) using Power SYBR Green Master Mix (Applied Biosystems, Life Technologies). Reactions (10 μl) were carried out in 96-well format and contained approximately 0.5 ng cDNA, 2.5 μl of a mixture containing 1.2 μM each of the forward and reverse primers and 5 μl of master mix. The cycle threshold (Ct) and normalized fluorescence values were determined for each sample by using Prism Sequence Detector Software v. 2.0 (Applied Biosystems, Life Technologies) based on three biological replicates each with two technical replicates. Relative expression levels of target genes were calculated using the ∆∆Ct method (Livak and Schmittgen 2001) and with the housekeeping genes actin and EF1α mRNA as internal standards.

## Results

### Generation, Mapping and Assessment of mRNA-Seq Reads

Three MiSeq sequencing runs, sequencing 12 libraries, generated a total of 26,703,167 reads, with 25,434,703 reads (95.2%) passing Illumina’s internal filter criteria (PF reads). 

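Each of the 12 libraries was made from shoot RNA of one accession, DS (drought-sensitive) or DT (drought-tolerant), in one treatment (MS medium control, or MS medium with 2.5% polyethylene glycol, PEG, which lowers the osmotic potential of the medium) at 4, 8 or 12 h. RNA of 3 biological replicates was pooled before library preparation, so there is 1 library for each combination of accession, treatment and time point, and no difference between libraries has a replicate check. The 4 libraries of run 1 were the 4 h controls and the 8 h PEG treatments of both accessions. Run 2 held the 4 h PEG treatments and the 12 h controls, and run 3 the 8 h controls and the 12 h PEG treatments. Every comparison of PEG with control at one time point is therefore also a comparison of runs, and the batch and the treatment cannot be told apart within a time point. Over the 3 time points the runs balance, since each run holds a control and a PEG library of each accession. The authors removed adapters, trimmed and filtered the reads, aligned them with TopHat to the genome of the Chiifu cultivar of B. rapa and quantified them with Cufflinks. The deposited values are log2 FPKM (fragments per kilobase of exon, scaled to the number of mapped fragments) for 41020 genes, with 0 written for a gene that had no value. These values were compared between libraries as log2 ratios, PEG over control, without further normalization, and a gene was counted as up- or downregulated at a fold change of at least 2, the filter of the authors. Because 0 on the log2 scale stands for a gene with no value, such a gene enters the ratio as if its FPKM were 1. A gene whose log2 FPKM is -1 or lower in the library that detected it is then counted in the direction opposite to its detection, as happened for 54 of the 3482 genes upregulated in DS at 4 h, which had a value in the control and none in PEG.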

Of the PF reads, 25,153,104 (98.9%) unique reads were identified and used to proceed with FastQC quality checks. A total of 22,001,458 reads passed the quality checks and were mapped onto the *B. rapa* reference genome using TopHat, which applies the Bowtie2 algorithm for mapping (Table S1a). 

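According to Table S1a, the 22001458 reads were those entering the first alignment, and after ribosomal reads (12.7 to 44.8% of a library) were removed, 6022588 left reads were mapped over the 12 libraries. By library, the paper's mapped left reads range from 212318 in DT under PEG at 12 h to 908624 in DT under PEG at 8 h, with a median of 463963. Depth can also be read from the deposited values. Low FPKM values of a gene are whole multiples of what 1 fragment is worth, so the ratio of 2 libraries piles up at fixed steps: the step where both libraries hold the same small number of fragments was shared by 553 to 1807 genes, against at most 47.5 genes at a typical position nearby. From these steps, with the deepest library (DT, PEG, 8 h) set to 100%, the depth was 77.1% in DT under PEG at 4 h, 70.6% in the DT control at 4 h, 67.6% in the DS control at 4 h, 56.0% in the DT control at 12 h, 38.1% in the DT control at 8 h, 28.9% in the DS control at 12 h and 21.7% in DT under PEG at 12 h. The other libraries, all of DS, lay between 48.4% and 51.5%. The steps were sought only near the ratios of the mapped left reads, so these depths are not independent of the mapped reads. For a gene of typical length, 1 fragment was worth an FPKM of 1.05 in the deepest library and 4.86 in the shallowest. Among genes with a value, the median number of fragments was 7 in DT under PEG at 8 h and 2 in DT under PEG at 12 h, and the share of genes with at least 10 fragments fell from 42.8% to 11.5% between these libraries. A difference of 2-fold at such numbers lies within sampling error for most genes.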

A total of 29,178 differentially expressed unigenes were identified across the 12 libraries (Table S1b).

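The number of genes with a value in at least 1 of the 12 libraries was 29178 of the 41020 genes listed, and 8057 genes had a value in every library. For the remaining 11842 genes the files hold a 0 in every library. In the DS accession, 20607, 18735 and 16282 genes had a value in the controls at 4, 8 and 12 h, and 19013, 18839 and 17510 under PEG. In the DT accession the numbers were 21356, 17016 and 20468 genes in the controls and 22168, 22718 and 13119 under PEG. Across the 12 libraries, the number of genes with a value rose with depth (Pearson's r = 0.94, permutation p = 2e-05; Spearman's rho = 0.99, permutation p = 1e-05, the smallest the resampling can give; adjusted p = 8e-05 and 4e-05 over 4 relations). Without the 2 libraries farthest from the median depth, r was 0.97. Within a run there are only 4 libraries, too few to recompute the relation.

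**Figure D1:**
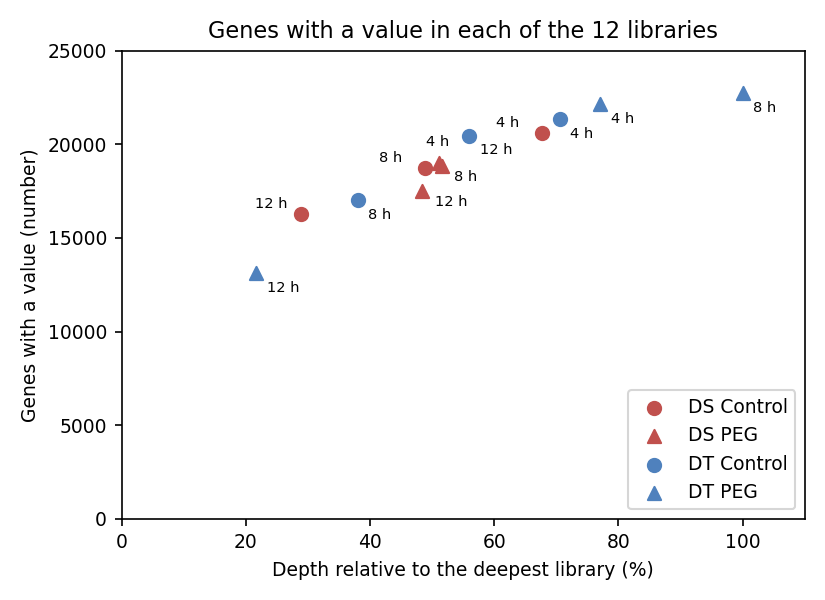
Number of genes with a value (vertical axis) against sequencing depth relative to the deepest library in percent (horizontal axis), 1 point per library; circles are controls, triangles PEG treatments, red DS and blue DT, with the time point beside each point. The number rises from 13119 genes in the shallowest library to 22718 in the deepest.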

### Differentially Expressed Genes in the DT and DS Accession

A total of 25,462 genes were identified as being differentially expressed between PEG-treated and MS control treatment over the three time points. 

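With the 2-fold filter on the deposited log2 values, 25751 genes were up- or downregulated in at least 1 of the 6 contrasts of PEG with control. In the DS accession, 3482 genes were upregulated and 5169 downregulated at 4 h, 4781 and 5077 at 8 h, and 4237 and 6630 at 12 h. In the DT accession, 4522 genes were upregulated and 3956 downregulated at 4 h, 7471 and 3802 at 8 h, and 3032 and 10375 at 12 h. Between 42.5% and 59.4% of the genes of a contrast had no value in one of its 2 libraries. The median number of fragments of all changed genes of a contrast, in the library with more, was 3 to 5. No contrast has replicates, so within a contrast only the sampling error of the fragments could be assessed. When the fragments of every gene were dealt at random between the 2 libraries in proportion to depth, a mean of 6558 (DT, 4 h) to 9560 (DT, 12 h) genes per contrast passed the 2-fold filter over 100 draws, or 75.7% of the number in the data when summed over the contrasts. An exact binomial test of the fragments with Benjamini-Hochberg adjustment, at an adjusted p under 0.05 and chosen after seeing the values, left 565, 778 and 962 genes in DS and 655, 1053 and 1218 in DT at 4, 8 and 12 h, and 3256 genes in at least 1 contrast.

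**Figure D2:**
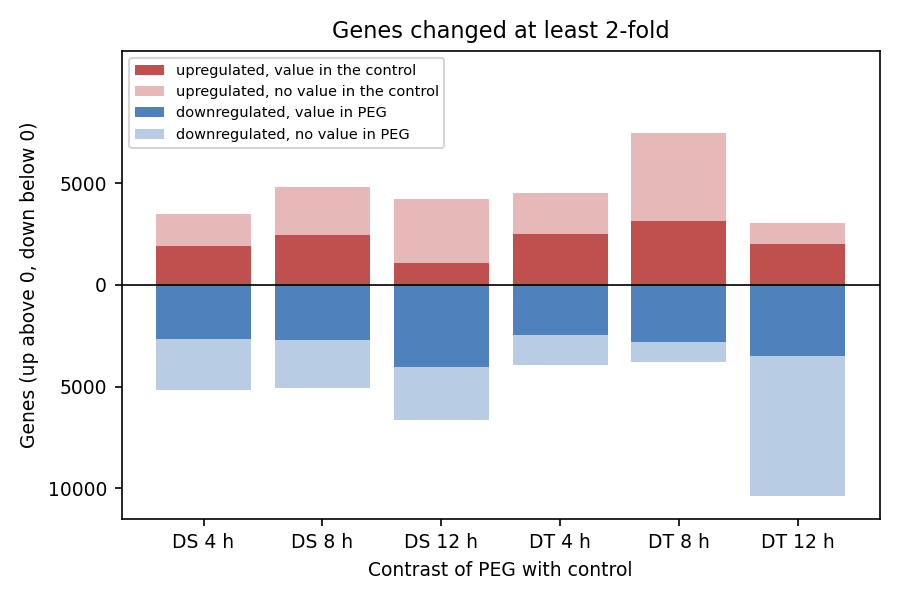
Number of genes changed at least 2-fold in each contrast of PEG with control (vertical axis, upregulated above 0 and downregulated below 0) for DS and DT at 4, 8 and 12 h; the pale part of each bar holds genes with no value in the library where they are lower. The pale part is largest for the 6868 of 10375 downregulated genes in DT at 12 h, where the PEG library was the shallowest.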

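At 4 h, 2841 genes were upregulated only in DS, 3881 only in DT and 641 in both accessions, while 4288, 3075 and 881 were downregulated. Added over the directions, this gave 7129 genes for DS, 6956 for DT and 1522 for both. The sums for DS and DT each include the 1544 genes that were upregulated in one accession and downregulated in the other. At 8 h, 3168 genes were upregulated only in DS, 5858 only in DT and 1613 in both, and 4176, 2901 and 901 were downregulated. At 12 h the numbers were 3609, 2404 and 628 upregulated and 3523, 7268 and 3107 downregulated. Genes changed in the same direction in both accessions made up 10.8%, 15.1% and 20.4% of the genes changed in either accession at 4, 8 and 12 h. Over all genes in the files, the common upregulated set at 4 h was larger than the 384 genes that independent sets would share (odds ratio 1.96, 2-sided Fisher's exact test, p = 9.3e-42; genes are not independent replicates). Its odds ratio was 2.64 at 8 h and 2.49 at 12 h, and for the downregulated sets 2.19, 2.46 and 3.29. These odds ratios count genes with no value in any library, which raises them. Among genes with a value in any library, independent sets would share 540 upregulated genes at 4 h, 1224 at 8 h and 440 at 12 h. For the downregulated sets the expected numbers were 701, 662 and 2357. Random dealing of the fragments between PEG and control gave a mean of 487 common upregulated genes at 4 h, 714 at 8 h and 849 at 12 h. At 12 h this comparison depends on scaling. With the median log2 ratio of expressed genes in each contrast set to 0, 1075 genes were upregulated in both accessions. The number common at 4 h moved most with the added exact binomial test of fragments, which left 46 upregulated and 27 downregulated genes. From Fig. 2 the paper reports that most changed genes were unique to one accession, and it turns to those genes.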

The majority of differentially expressed genes were unique to either the DS or the DT accession; for example, at 4 h, 7129 genes were differentially expressed uniquely in the DS accession, 6956 genes were differentially expressed uniquely in the DT accession and 1522 differentially expressed genes were common to both accessions (Fig. 2). We focussed on genes and gene pathways that were unique to the DT or DS accession.

### Validation of RNA-Seq Data by qRT-PCR

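Each of the 29 genes is represented at 12 h by 4 of the libraries, the control and PEG libraries of DS and DT. The most strongly expressed was WSIP1 (Bra013206), with an FPKM of 1698 in the DS control, 2097 in DS under PEG, 1806 in the DT control and 2531 in DT under PEG (no replicates). MP1 (Bra028875) had an FPKM of 1642, 1696, 1538 and 1462 in the same order. At the other end, KIN2 (Bra008661), HSP22 (Bra000703), TF (Bra012883) and ARP.1 (Bra026044) had no value in any library at 12 h, and each had a value in 2 of the 12 libraries of the whole series. Of the 58 pairs of a gene with an accession, 24 had fewer than 10 fragments in both libraries together, including 11 with no value in either library. In 22 pairs the log2 ratio was at least 1 in size.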

A total of 29 candidate abiotic stress-related genes with low to high expression levels based on their RNA-Seq data after 12 h PEG treatment at the seedling stage were chosen for qRT-PCR analysis at first flower. 

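The direction of the RNA-Seq log2 ratio at 12 h, PEG over control, was set beside the direction of the qRT-PCR fold change in Table 1, measured by the authors in leaves at first flower after 7 days without water. In DS the direction was the same for 17 of the 29 genes and opposite for 5, and 7 genes had a ratio of 0 because neither library held a value. In DT, 19 genes had the same direction, 6 the opposite one and 4 a ratio of 0. Both accessions had the same direction for 11 genes. Another 7 genes had a ratio of 0 in at least 1 accession and were opposite in neither. For WSIP1 (Bra013206) the log2 ratio was 0.3 in DS (exact 95% Clopper-Pearson interval from the fragments, 0.14 to 0.47) and 0.49 in DT (0.33 to 0.64). HSP70.2 (Bra012696) had a log2 ratio of -1.23 in DS (-2.14 to -0.35) and -0.13 in DT (-1.27 to 0.90), the latter not distinguishable from 0 at this depth. CPN60B (Bra030858) was lower under PEG in both accessions, with a log2 ratio of -0.94 in DS (-1.38 to -0.53) and -1.5 in DT (-2.14 to -0.92), as was TIP1;2 (Bra032937), with -1.68 (-2.24 to -1.13) and -3.98 (-5.72 to -2.44). Of the 58 pairs of a gene with an accession, 11 had no value in either library and thus no interval, and 15 had an interval that excluded 0. For strongly expressed genes such as WSIP1 and CPN60B, the width of the interval assumes a gene of typical length. With the median log2 ratio of expressed genes set to 0, the same direction was found for 19 genes in DS and 17 in DT. From this comparison of directions in Table 1, the paper takes the RNA-Seq fold changes of 18 genes as verified.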

Fold changes in RNA-Seq for 18 genes were validated by qRT-PCR (Table 1). 

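By the RNA-Seq values, 2 of the first 18 genes of Table 1 had a log2 ratio above 0 in both accessions, 4 a ratio below 0 in both, and 5 a ratio above 0 in DS and below 0 in DT. The remaining 7 genes had a ratio of 0 in DS, and 4 of them also in DT. At least 2-fold changes in both accessions were seen for 1 of the 18 genes and in at least 1 accession for 9. LEA.2 (Bra009225) had no value in the DS control and an FPKM of 14.6 in DS under PEG, which is 2 fragments, and in DT it fell from 43.6 to 32.6, or from 7 to 2 fragments. Neither change was distinguishable from sampling (exact binomial test, p = 0.78 in DS and p = 1 in DT). ARP.2 (Bra022955) had a log2 ratio of 0.19 in DS on 60 and 114 fragments in control and PEG (exact binomial test, p = 0.48) and -0.34 in DT on 125 and 38 fragments (p = 0.22 in the exact binomial test). The fragment numbers of strongly expressed genes assume a gene of typical length.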

Among these 18 genes, 4 genes were upregulated in both DS and DT, 4 genes were downregulated in both DS and DT and ten genes were upregulated in DS and downregulated in DT. For the remaining 11 of the 29 genes, the fold changes were consistent in the DS or the DT accession, but not in both accessions.

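Among the other 11 genes, the RNA-Seq log2 ratio at 12 h and the qRT-PCR fold change had the same direction in exactly 1 accession for 11 of them. Over all 29 genes, 4 had an RNA-Seq ratio above 0 in both accessions, 9 a ratio below 0 in both, 8 a ratio above 0 in DS and below 0 in DT, and 1 the reverse. The direction of small ratios depended on the scaling. With the median log2 ratio of expressed genes in each contrast set to 0, 10 of the 58 ratios changed sign. That median was -0.72 in DS and -0.38 in DT, and the 10 ratios were all negative and smaller in size than it.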

**Table 1:**
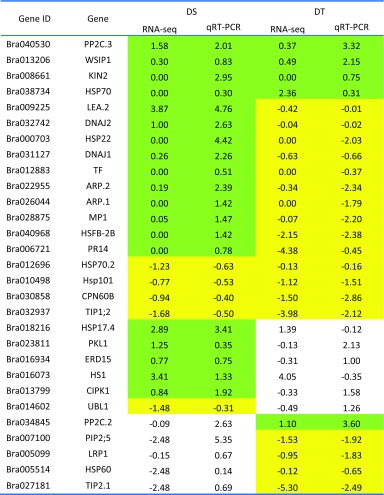
Comparison between RNA-Seq of 29 stress-related genes differentially expressed between PEG-treated and MS control treatment at 12 h and qRT-PCR at early flowering stage in drought-sensitive (DS) and drought-tolerant (DT) genotypes of *Brassica rapa*

Changes in fragments per kilo bases of exons for per million mapped reads (FPKM) of transcripts were calculated from RNA-Seq data and compared to log_2_-fold changes measured by qRT-PCR. 

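Across the 29 genes, the RNA-Seq log2 ratio at 12 h and the qRT-PCR log2-fold change of Table 1 had a Spearman correlation of 0.46 in DS (permutation p = 0.013, adjusted p = 0.013 by permutation over both accessions) and 0.55 in DT (permutation p = 0.002, adjusted p = 0.004). The correlation is across genes within one pair of libraries, and genes are not independent replicates. With only the genes that had a value in one of the 2 libraries, rho was 0.47 in DS and 0.63 in DT.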

Green and yellow shading represents consistent up- and downregulation, respectively, of genes in both approaches

### Gene Ontology Classification

In order to understand the gene expression and examine the macro-level distribution of gene functions for PEG-induced osmotic stress in both the DS and DT genotypes, we first retrieved the GO annotations of all upregulated genes from the GO database. Of the differentially expressed genes, 15,779 had assigned GO terms. The functional classifications of the GOs retrieved by the WEGO online software were classified into 10, 14 and 23 functional groups corresponding to the three GO output categories ‘cellular component’, ‘molecular function’ and ‘biological process’, respectively (Fig. 3).

**Fig. 3:**
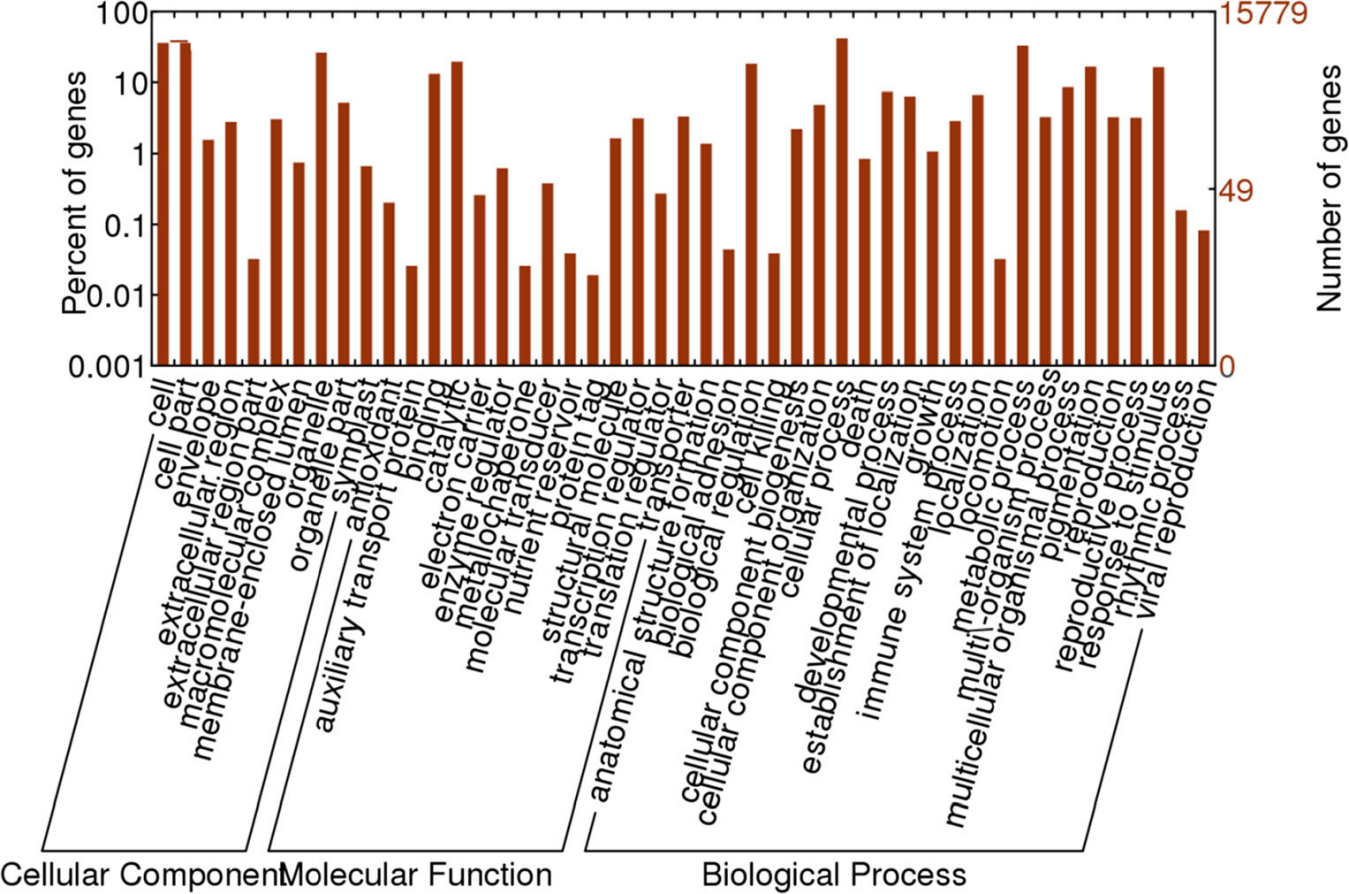
Gene ontology (GO) functional classification of 15,779 detected genes with annotated GO terms of *Brassica rapa*. The results are summarized in the three main categories of cellular component, molecular function and biological process, containing 10, 14 and 23 functional groups, respectively. Data are presented on log10 scales as percentages and actual numbers

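The number of genes changed at least 2-fold between PEG and control was 8651 at 4 h, 9858 at 8 h and 10867 at 12 h in DS, and 8478, 11273 and 13407 in DT. By this count both accessions had more changed genes at each time point than at the one before. The same filter applied to controls of one accession at different time points, which differ in time and run but not in PEG, gave 9260 to 11435 genes. Dealing the fragments at random between the libraries gave a mean of 7049, 7778 and 8348 genes in DS and 6558, 8057 and 9560 in DT, which also rose from each time point to the next. Restricting the genes to an FPKM of at least 1 in both libraries left 1801 upregulated and 3481 downregulated genes in DT at 12 h. With at least 10 fragments in one library, 1865, 2168 and 2045 genes were changed in DS, a fall from 8 to 12 h. In DT the numbers were then 2120, 3822 and 3945. Gene membership in the GO categories is not in the files analysed here, so the increase within each category of Fig. 4 was not recomputed.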

The number of GO terms corresponding to the differentially expressed genes increased from each time point to the next in both the DS and DT accessions for the biological process categories ‘cellular process’, ‘metabolic process’ and ‘response to stimulus’ (Fig. 4a) and for the molecular function category ‘binding and catalytic activity’ (Fig. 4b). 

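Upregulated genes of all functions numbered 3482 in DS and 4522 in DT at 4 h, 4781 and 7471 at 8 h, and 4237 and 3032 at 12 h. Genes with no value in the control made up 3179 of the upregulated genes in DS at 12 h (75.0%), where the PEG library was 1.68 times as deep as the control, and 1046 in DT (34.5%), where it was 0.39 times as deep. Downregulated genes numbered 6630 in DS and 10375 in DT at 12 h. With at least 10 fragments in one library, the upregulated genes at 12 h fell to 563 in DS and 227 in DT. The order was the reverse with an FPKM of at least 1 in both libraries, with 1029 genes in DS and 1801 in DT. That filter keeps a low gene only where the shallower library detected it, at a raised value, so it may favour upregulation in DT. There are no replicates, and how many of these genes belong to the category 'response to stimulus' could not be counted from the files.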

Notably, considerably more upregulated differentially expressed genes were assigned to the biological process ‘response to stimulus’ in DT than in DS, especially at 12 h.

**Fig. 4:**
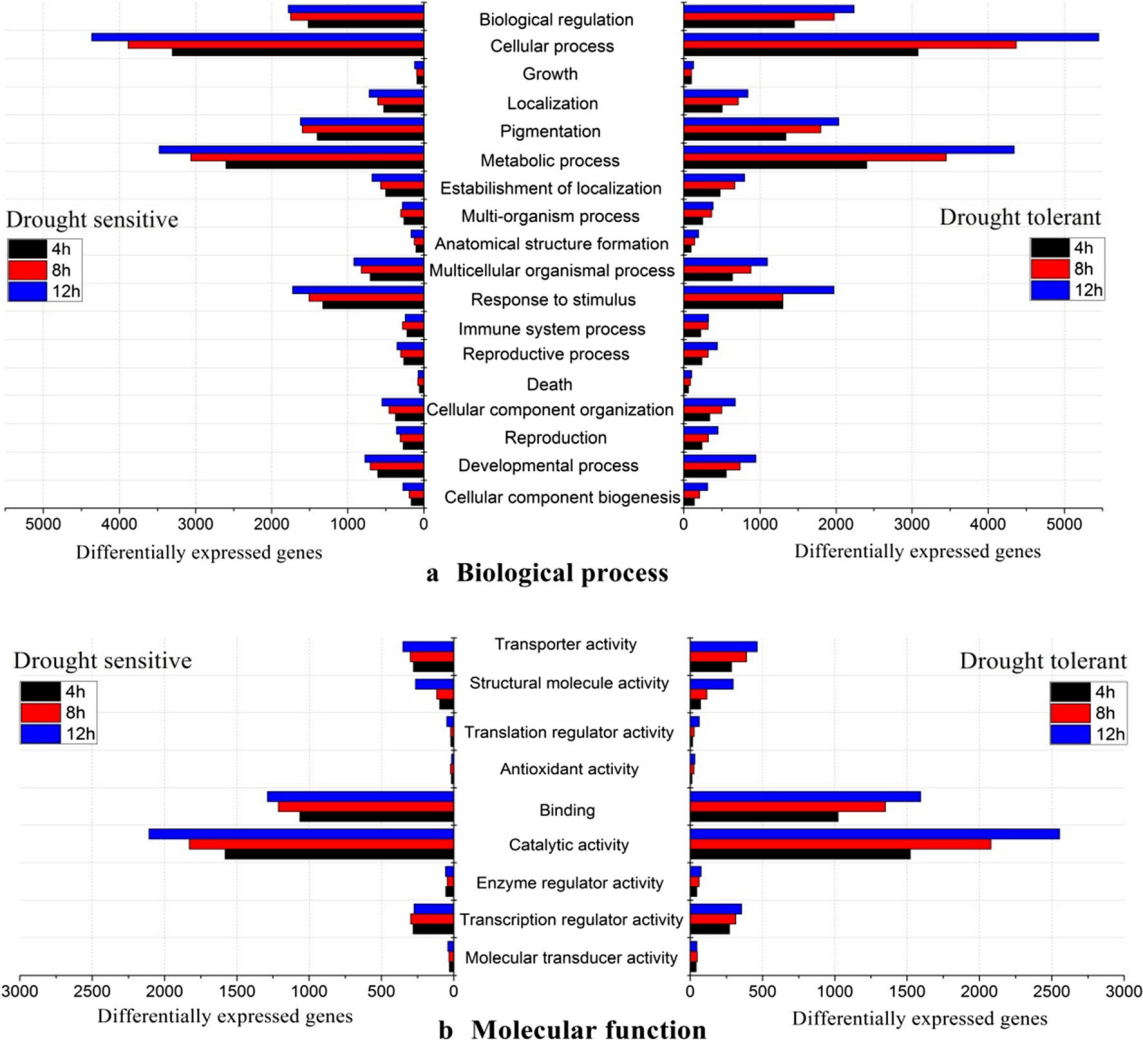
Functional groups of gene ontology (GO) categories of **a** biological process and **b** molecular function showing the numbers of gene functions assigned from differentially expressed genes in a drought-sensitive (DS) (*left side*) and drought-tolerant (DT) (*right side*) genotype of *Brassica rapa* at three times after initiation of treatments (4, 8 and 12 h)

### Enriched Biological Processes in Response to Osmotic Stress

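The gene sets entering the GO enrichment were rebuilt from the deposited values, and their sizes for the upregulated genes are 641, 1613 and 628 common genes, 2841, 3168 and 3609 DS-unique genes and 3881, 5858 and 2404 DT-unique genes at 4, 8 and 12 h. Which genes carry which GO term is not in the files analysed here. Tables S1c to S1i give, for each term, the paper's number of genes in the set, the number annotated and the number expected. A single background size satisfies all their expected numbers at once: 21583 annotated genes, of which 370, 951 and 364 lie in the common sets, 1604, 1892 and 2096 in the DS-unique sets and 2211 in the DT-unique set at 4 h. A 1-sided Fisher's exact test with these sizes was recomputed for each of the 421 listed terms. Its p-values are not adjusted for the number of terms. Counts and sizes both come from the paper, so the test returns the paper's p-values (largest relative difference 4.3e-06). It is no independent check of the enrichment, and the paper listed only terms with a p under 0.01. The sets rest on few fragments: the median gene had 3 fragments in the library with more, taking the accession with fewer, in the common set at 4 h, 3 in the DS-unique set and 5 in the DT-unique set.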

GO enrichment analysis was applied to identify biological processes that were unique to the DT accession or common to both the DS and DT accessions. A list of significantly enriched GO terms from upregulated genes (*P* < 0.01) is shown in additional files (Table S1c–q). Upregulated GO terms in the PEG-treated vs. MS controls in both the DS and the DT accessions included ‘sulphur utilization’ (GO: 006791) and ‘regulation of sulphur utilization’ (GO: 006792) at all three time points (Tables S1c-e, Figs. **S1**a-c). 

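All 3 genes annotated with 'sulfur utilization' were in the common upregulated set at each time point (paper's count 3, against 0.051 expected at 4 h, 0.13 at 8 h and 0.051 at 12 h). The 1-sided Fisher's exact test gave p = 5e-06 at 4 h, p = 8.5e-05 at 8 h and p = 4.8e-06 at 12 h, and the same values for 'regulation of sulfur utilization', which holds as many genes. In the deposited values, 15 genes were upregulated at least 2-fold in all 6 contrasts, and the 3 sulphur genes must be among them, although the files do not name them. Of these 15 genes, 13 had a higher FPKM in every PEG library than in every control library. Bra036158 had an FPKM between 197 and 388 in the PEG libraries (n = 6 libraries) and between 0 and 40.8 in the controls (n = 6), and Bra005940 between 130 and 254 under PEG and between 0 and 32.0 in the controls. By number of fragments the weakest was Bra013500, with 1 to 5 fragments per PEG library. In the exact binomial test of the fragments, 12 of the 15 genes had an unadjusted p under 0.05 in every contrast. With Benjamini-Hochberg adjustment, 10 genes were upregulated in all contrasts. With a minimum fold change of 4, 5 genes were upregulated in all contrasts, and with an FPKM of at least 1 in both libraries 4.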

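In the common upregulated set at 4 h, 2 of 8 genes of 'indole glucosinolate biosynthetic process' were found by the paper, a 1-sided Fisher's exact p of 0.0077, and 10 of 239 genes of 'phosphorelay signal transduction system', against 4.1 expected (Fisher's exact p = 0.0085). At 8 h, 'photosynthesis' had 37 of 493 genes in the set, against 21.7 expected (Fisher's exact p = 0.0012), and 'plastid organization' 45 of 578, against 25.5 (Fisher's exact p = 1.7e-04). The set at 4 h held 641 genes with a median log2 ratio of 1.92, of which 84 had at least 10 fragments in one library of both accessions. In 182 genes neither control held a value. The set at 8 h held 1613 genes, 400 of them with at least 10 fragments. With a minimum fold change of 4, the common set shrank to 136 genes at 4 h and 422 at 8 h.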

At 4 h, ‘indole glucosinolate biosynthetic process’ (GO: 0009759) and ‘phosphorelay signal transduction system’ (GO: 0000160) were enriched in both DS and DT (Table S1c), while at 8 h, we also observed an enrichment of genes related to ‘peroxisome organization’ (GO: 0007031) and ‘cellular response to glucose stimulus’, a main source for H_2_O_2_ production, and genes involved in photosynthesis machinery and chloroplast organization (Table S1d). Finally at 12 h, both genotypes show a common response to the restricted water supply by the enrichment of genes belonging to the GO term ‘response to water stimulus’ (GO: 0009415). 

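'Response to water' (the name of the term in Table S1e) had 20 of its 653 annotated genes in the common upregulated set at 12 h by the paper's count, against 11.0 expected (1-sided Fisher's exact test, p = 0.0079). The set itself held 628 genes, 364 of them annotated, with a median log2 ratio of 2.1. Only 71 of these genes had at least 10 fragments in one library of each accession. Random dealing of the fragments gave 799 to 917 common upregulated genes over 100 draws, more than were found. The set was also sensitive to scaling, and with the median log2 ratio of expressed genes set to 0 it held 1075 genes. That is more than in any draw, so the comparison with random dealing depends on scaling. From the enriched term the paper concludes that the accessions share a response to the restricted water supply.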

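For 'ethylene metabolic process', 8 of 166 annotated genes were in the common upregulated set at 12 h in the paper's table, against 2.8 expected from the set size (1-sided Fisher's exact p = 0.0073). 'Ethylene biosynthetic process' was listed with the same numbers. Of the 628 genes of the set, 162 had no value in either control, and the added exact binomial test of fragments left 42 genes in it.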

Additionally, at this time point, we see enrichment of genes related to ‘ethylene metabolism’ (GO: 0009692) (Tables S1e).

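The DS-unique upregulated set at 4 h held 2841 genes with a median log2 ratio of 1.72 in DS and -0.01 in DT, and 596 of its genes were downregulated at least 2-fold in DT. By the paper's counts and the 1-sided Fisher's exact test, 'glucuronoxylan biosynthetic process' had 7 of 23 genes (1.7 expected, p = 0.001). Under the same exact test, 'regulation of phosphate metabolic process' had 36 of 300 genes (22.3 expected, p = 0.003) and 'fertilization' 9 of 46 genes (3.4 expected, p = 0.0061). 'Autophagy' had 15 of 101 genes (7.5 expected, p = 0.0076), 'DNA endoreduplication' 25 of 179 genes (13.3 expected, p = 0.0017) and 'circadian rhythm' 33 of 252 genes (18.7 expected, p = 0.0011) in the exact test. The ratio of observed to expected genes was highest for the glucuronoxylan term, at 4.1, and between 1.61 and 2.63 for the others. Of the 2841 genes, 1300 had no value in the DS control. Requiring at least 10 fragments in one library gave a DS-unique upregulated set of 467 genes.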

Unique to the DS accession, the upregulated genes at the first time point (4 h) were particularly enriched for GO terms such as ‘glucuronoxylan biosynthetic process’ (GO: 0010417), ‘regulation of phosphate metabolism’ (GO: 0019220), ‘fertilization’ (GO: 0009566), ‘autophagy’ (GO: 0006914), ‘DNA endoreplication’ (GO: 0042023) and ‘circadian rhythm’ (GO: 0007623) (Table S1f, Fig. **S1**d). 

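At 12 h the glucuronoxylan term had 7 of its 23 genes in the DS-unique upregulated set in the paper's table, against 2.2 expected (1-sided Fisher's exact test, p = 0.0049). This set held 3609 genes, and 2735 of them (75.8%) had no value in the DS control, the second shallowest of the libraries. The median gene of the set had 2 fragments in the library with more. The DT-unique upregulated set at 4 h held 3881 genes, and its table (Table S1i) does not list the term; the tables for DT at 8 and 12 h are not in the files analysed here. With a minimum FPKM of 1 in both libraries, the DS-unique set at 12 h numbered 884 genes.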

Most of these metabolic processes are downstream of the ABA signalling cascade and have mainly a protective function against drought stress. ‘Glucuronoxylan biosynthetic process’ was observed again in the DS accession after 12 h exposure to the PEG, but not at any time point in the DT accession (Table S1h). No further enrichment for the response to osmotic stress was observed in the DS accession until 12 h after stress application (Tables S1g-h, Figs **S1**e, f).

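In the paper's tables for DS, no term naming osmotic stress, salt stress or water was listed at 4 or 8 h, where 39 and 104 terms passed, and 7 of 106 terms at 12 h did. 'Response to osmotic stress' had 194 of 1312 annotated genes in the DS-unique upregulated set at 12 h, against 127 expected (1-sided Fisher's exact test, p = 1e-09), and 'response to water stimulus' 100 of 653, against 63.4 (Fisher's exact p = 2.9e-06). The sets behind the tables held 2841, 3168 and 3609 genes at 4, 8 and 12 h. Genes with no value in the control made up 45.8%, 51% and 75.8% of them. With the exact binomial test of fragments, added after seeing the values, the DS-unique set at 12 h numbered 128 genes.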

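The DT-unique upregulated sets held 3881 genes at 4 h, 5858 at 8 h and 2404 at 12 h, against 2841, 3168 and 3609 in the DS-unique sets. At 4 and 8 h the DT set was the larger, and at 12 h the DS set. The PEG library was 1.09, 2.63 and 0.39 times as deep as the control in DT at 4, 8 and 12 h, and 0.76, 1.05 and 1.68 times in DS. At 4 h the paper's table for DT lists 'hyperosmotic salinity response' with 43 of 283 genes, against 29.0 expected (1-sided Fisher's exact test, p = 0.0056), and the table for DS at 12 h lists the same term with 51 genes (Fisher's exact p = 1.1e-05). With at least 10 fragments in one library, 1173, 2896 and 156 genes were DT-unique at 4, 8 and 12 h, against 467, 766 and 492 DS-unique ones. With an FPKM of at least 1 in both libraries the DT set was the larger at 12 h too, with 1656 genes against 884. That filter keeps a low gene only where the shallower library, PEG in DT and the control in DS, detected it at a raised value. It may therefore favour upregulation in DT.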

In contrast, a much higher number of upregulated genes in the DT accession were annotated with GO-terms related to osmotic stress-related metabolism. 

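The DT-unique upregulated set at 4 h held 3881 genes, 2211 of them annotated. From the paper's counts, the 1-sided Fisher's exact test was recomputed for the terms named. 'Systemic acquired resistance' had 112 of 690 genes (70.7 expected, p = 5.4e-07) and 'regulation of cell death' 108 of 687 genes (70.4 expected, p = 3.9e-06) in the exact test. 'MAPK cascade' had 56 of 328 genes (33.6 expected, p = 9.2e-05) and 'regulation of reactive oxygen species metabolic process' 43 of 290 genes (29.7 expected, p = 0.0085) in the same exact test. 'Response to salicylic acid stimulus' had 113 of 731 genes (74.9 expected, p = 5.3e-06) by that exact test. Each term held 1.45 to 1.67 times the number of genes expected from the set size. The median log2 ratio of the set was 1.68 in DT, and its genes had a median of 5 fragments in the library with more. In DS, 891 of the genes rose by less than 2-fold and 948 were downregulated at least 2-fold. The alternative that changed the set most, the exact binomial test chosen after seeing the values, gave a DT-unique set of 339 genes. The paper describes these terms as part of a more complex regulatory response of DT at 4 h.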

A more sophisticated and complex regulatory response was activated in the DT accession just 4 h after the osmotic stress application, with genes related to the terms ‘systemic acquired resistance’ (GO: 0009627), ‘regulation of reactive oxygen species metabolism’ (GO: 2000377), ‘mitogen-activated protein kinase (MAPK) cascade’ (GO: 0000165), ‘response to salicylic acid’ (GO: 0009751), ‘regulation of cell death’ (GO: 0010941) and ‘cellular response to jasmonic acid stimulus’ (GO: 0071395) prominently represented (Table S1i, Fig. **S1**g). A similar complexity of the regulatory response was identified at all of the three time points (Tables S1i-k, Fig. **S1**g-i).

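Tables S1j and S1k are not in the files analysed here, so only the gene sets behind them were examined at 8 and 12 h. The DT-unique upregulated set at 8 h held 5858 genes with a median log2 ratio of 1.82, and 3380 of them (57.7%) had no value in the DT control, which had 38.1% of the depth of the PEG library. At 12 h the set held 2404 genes, 863 of them without a value in the control, and the median gene had 2 fragments. Upregulation in DT at all 3 time points was found for 235 genes, against a mean of 142 when the fragments were dealt at random. Across 9927 genes with an FPKM of at least 1 in all DT libraries, the log2 ratios at 4 and 8 h had a Pearson's r of -0.02 and a Spearman's rho of -0.03; at 8 and 12 h r was -0.06 and rho -0.05, and at 4 and 12 h r was 0.11 and rho 0.10 (across genes, which are not independent replicates). Each run held a control of 1 time point and a PEG library of another, so an additive difference between runs would lower these correlations. Values near 0 thus do not exclude a lasting effect of PEG. With at least 10 fragments in one library, the DT-unique set at 12 h numbered 156 genes.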

For genes upregulated uniquely in one of the two accessions, a similar trend was also observed for the GO terms of the category ‘molecular functions’. In this case, calcium-dependent protein kinases, calcium-related binding and heat shock proteins were enriched in the DT accession at 4 h and 8 h after imposition of stress (Tables S1o-q), while a similar trend was not detected in the DS accession until 12 h after stress application (Tables S1l-n).

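Tables S1l to S1q are not in the files analysed here. The MapMan analysis of the same gene sets (Table S2) lists calcium signalling with 49 of the 3881 DT-unique upregulated genes at 4 h (the paper's Fisher's exact p = 0.022) and 72 of the 5858 genes at 8 h (the paper's Fisher's exact p = 0.013), and does not list it for DS at any time point. Among the GO terms for biological process, calcium is named in 0 of the terms of DT at 4 h and in 1 of those of DS at 12 h, 'calcium ion transport', with 31 of 194 genes against 18.8 expected (1-sided Fisher's exact test, p = 0.0039). The heat shock genes among the 29 of Table 1 went in different directions at 12 h. Hsp101 (Bra010498) had a log2 ratio of -0.77 in DS (exact 95% Clopper-Pearson interval, -1.75 to 0.12) and -1.12 in DT (-2.68 to 0.13). Neither was distinguishable from 0. HSP60 (Bra005514) fell in DS, at -2.48 (-4.09 to -1.11), and had -0.12 in DT (-1.32 to 0.97). HSP17.4 (Bra018216) rose in DS and DT, by 2.89 and 1.39, and HSP70 (Bra038734) in DT, by 2.36. Both rested on at most 2 fragments per library. At an FPKM of at least 1 in both libraries the DT-unique set numbered 2064 genes at 4 h and 2559 at 8 h.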

A total of 215 genes with documented responsiveness to drought or osmotic stress were selected from the GO annotation ‘responsive to stimulus’ (GO: 0050896). Figure 5 shows a heat map presenting the log_2_-fold gene expression changes of these selected genes between PEG-stressed and MS control conditions in the DS and DT genotypes.

**Fig. 5:**
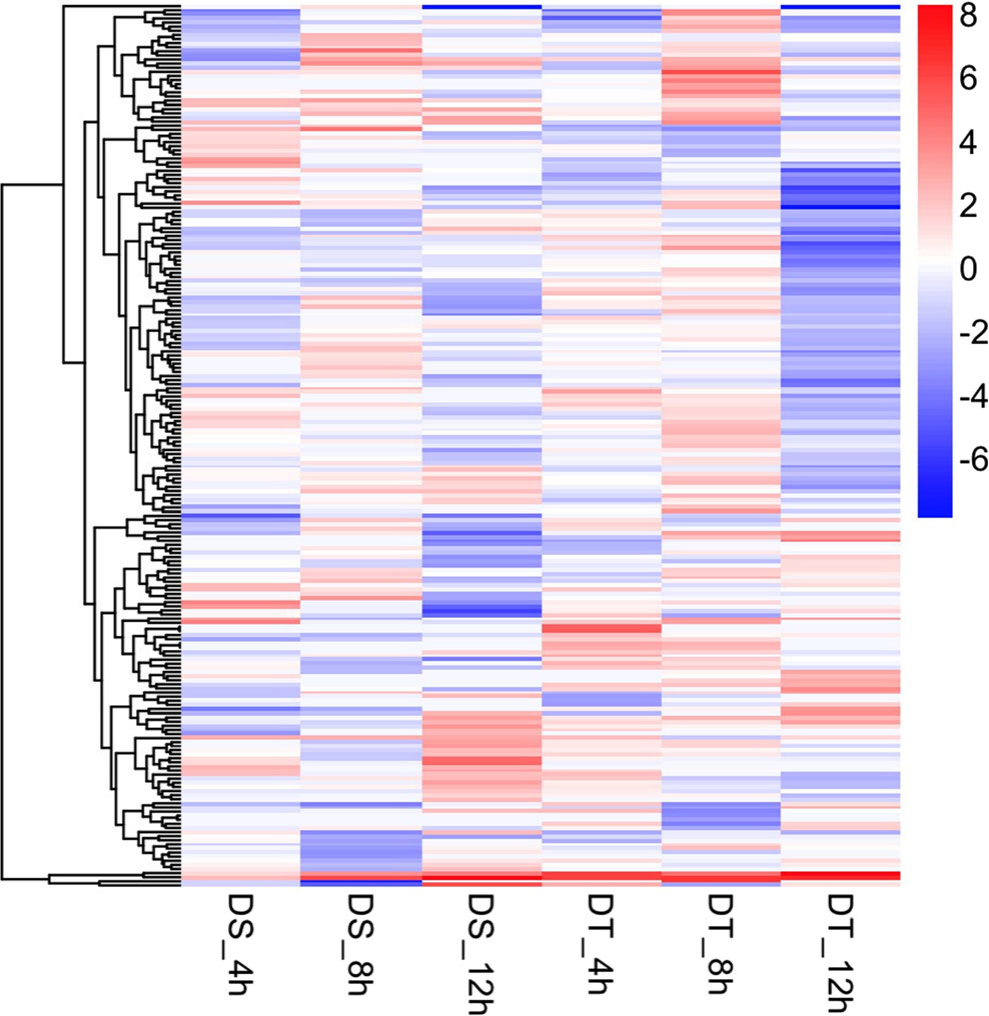
Selection of 215 drought-responsive genes in *Brassica rapa* from the gene ontology (GO) term ‘response to stimulus’. Values in the figure are FPKM change of PEG-stressed and MS control conditions in the drought-sensitive and drought-tolerant genotypes

### Comparison of Gene Ontology Classification and Pathway Enrichment Analysis

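The MapMan enrichment used the same upregulated sets as the GO enrichment. Table S2 lists 21, 27 and 26 pathways for the common sets of 641, 1613 and 628 genes at 4, 8 and 12 h, 22, 33 and 36 for the DS-unique sets of 2841, 3168 and 3609 genes, and 21, 33 and 23 for the DT-unique sets of 3881, 5858 and 2404 genes. In the common set at 4 h, 11 of the pathways rested on a single gene. The gene sets that both analyses share were rebuilt here with the same 2-fold filter; the pathway annotation is not in the files analysed here. With a pseudocount of 1 added to FPKM, the common sets held 679, 1798 and 618 genes.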

Similar processes were identified in the DT and DS accession by GO classification and pathway enrichment analysis (MapMan) (Table S2). MapMan provides a general description of gene pathways, while GO specifies the pathways. It was normal for GO classification to identify several related pathways for every one pathway identified by MapMan (Table 2). By and large, the pathway enrichment analysis (MapMan) supported the GO classification analysis.

**Table 2:** Comparison between gene ontology enrichment analysis and pathway enrichment analysis (MapMan) for upregulated genes specific to the drought-tolerant (DT) genotype or common to both the DT and drought-sensitive (DS) genotypes of *Brassica rapa* 4 h after the beginning of the osmotic stress treatment

Gene ontology enrichment analysis		Pathway enrichment analysis (MapMan)
Uniquely upregulated in the DT genotype at 4 h		
Biological process	GO: 0012501 programmed cell death	cell.cycle
Biological process	GO: 0043067 regulation of programmed cell death	cell.cycle
Biological process	GO: 0009751 response to salicylic acid stimulus	hormone metabolism.jasmonate.induced-regulated-responsive-activated
Biological process	GO: 0000375 RNA splicing, via transesterification reactions	RNA.regulation of transcription.unclassified
Biological process	GO: 0000394 RNA splicing, via endonucleolytic cleavage and ligation	RNA.regulation of transcription.unclassified
Biological process	GO: 0000103 sulphate assimilation	S-assimilation.ATPS
Biological process	GO: 0002376 immune system process	stress.biotic
Biological process	GO: 0009627 systemic acquired resistance	stress.biotic
Biological process	GO: 0045087 innate immune response	stress.biotic
Biological process	GO: 0006955 immune response	stress.biotic
Biological process	GO: 0009814 defence response, incompatible interaction	stress.biotic
Biological process	GO: 0009607 response to biotic stimulus	stress.biotic
Molecular function	GO: 0003777 microtubule motor activity	cell.organisation
Molecular function	GO: 0008017 microtubule binding	cell.organisation
Molecular function	GO: 0005516 calmodulin binding	signalling.calcium
Molecular function	GO: 0005509 calcium ion binding	signalling.calcium
Molecular function	GO: 0004698 calcium-dependent protein kinase C activity	signalling.calcium
Upregulated genes common to both DT and DS genotypes at 4 h		
Biological process	GO: 0006791 sulphur utilization	S-assimilation.APR
Biological process	GO: 0006792 regulation of sulphur utilization	S-assimilation.APR
Biological process	GO: 0019419 sulphate reduction	S-assimilation.APR
Biological process	GO: 0010438 cellular response to sulphur starvation	S-assimilation.APR
Biological process	GO: 0061025 membrane fusion	protein.degradation.ubiquitin.E3.SCF.FBOX
Biological process	GO: 0006944 cellular membrane fusion	protein.degradation.ubiquitin.E3.SCF.FBOX
Biological process	GO: 0080163 regulation of protein serine/threonine phosphatase activity	amino acid metabolism.synthesis.serine-glycine-cysteine group.glycine.sarcosine oxidase
Biological process	GO: 0000079 regulation of cyclin-dependent protein serine/threonine kinase activity	amino acid metabolism.synthesis.serine-glycine-cysteine group.glycine.sarcosine oxidase
Biological process	GO: 0000160 phosphorelay signal transduction system	signalling.phosphorelay

## Discussion

This study provides the first detailed sequence-based analysis of transcriptomes from *B. rapa* accessions with tolerance or sensitivity to drought stress. We focussed on changes to transcriptomes during the first 12 h of osmotic stress in seedlings, compared to the gene expression under non-stress control conditions. Analysis of gene expression after stress application may improve our understanding of the mechanisms underlying the regulation of drought stress susceptibility and tolerance in this species. The results are highly relevant not only for *B. rapa*, which includes a variety of important vegetable, oilseed and fodder crops, but also for close relatives for which the *B. rapa* gene pool is frequently exploited to enrich breeding pools. In particular, *B. rapa* is an important source of genetic diversity for the gene pool of the globally important oilseed crop canola/oilseed rape (*B. napus*).

### Drought Tolerance Is Associated with Rapid Activation of Drought-Responsive Gene-Expression Networks

One of the most striking differences between the DS and DT accessions in their response to the applied osmotic stress was the speed of reaction in terms of expression of general active stress-responsive pathways. 

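Counted by genes, the response at 4 h was 8651 changed genes in DS and 8478 in DT, 3482 and 4522 of them upregulated. After the added exact binomial test of fragments, 239 genes were upregulated in DS and 385 in DT at 4 h, 357 and 781 at 8 h, and 170 and 153 at 12 h. The libraries of DT at 4 h were the deeper ones (70.6% and 77.1% of the deepest library for control and PEG, against 67.6% and 51.1% in DS), so more genes could pass a test of fragments there. Across 7759 genes with an FPKM of at least 1 in all libraries, the log2 ratios of DS and DT had a Pearson's r of 0.01 and a Spearman's rho of -0.02 at 4 h, 0.17 and 0.17 at 8 h and 0.22 and 0.21 at 12 h (across genes, which are not independent replicates). At each time point both accessions compare the same runs, so a difference between runs would raise these correlations. The paper's conclusion on the speed of reaction rests on which GO terms were enriched at which time point.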

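The 2841 DS-unique upregulated genes at 4 h made up 9.7% of the genes with a value in any library. Their median gene had 3 fragments in the library with more, 439 had at least 10, and 175 of them passed the exact binomial test of fragments in DS. Of these genes, 792 also rose in DT, by less than 2-fold. At a minimum fold change of 4, 1147 genes were unique to DS.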

The initial response of the DS accession shows an enrichment of genes involved in the glucuronoxylan biosynthesis process, fertilization, autophagy, DNA endoreplication and circadian rhythm. This indicates that stress symptoms were being registered at this time point in the DS accession; however, little evidence was observed for the induction of a proactive response to combat the stress. The DT accession, on the other hand, showed a rapid and pronounced activation of multiple stress response mechanisms, including response networks to systemic acquired resistance, SA and MAPK cascade. 

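The 3881 DT-unique upregulated genes at 4 h rested on more fragments than the DS-unique ones: 1104 of them (28.4%) had at least 10 fragments in one library, against 439 (15.5%) in DS, and 316 passed the exact binomial test of fragments, against 175. In the set of DT, 1716 genes had no value in the control. The paper lists 88 enriched terms for DT at 4 h and 39 for DS, the lowest p in the recomputed 1-sided Fisher's exact test being 2.3e-07 and 0.001. At an FPKM of at least 1 in both libraries, 2064 DT-unique and 1453 DS-unique genes were counted. The paper reads the DT terms as a rapid activation of several stress response mechanisms.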

Furthermore, drought-related transcription factors such as calcium-dependent protein kinase (CDPK) genes were upregulated in the DT accession 4 h after stress induction. A corresponding stress-related gene activation was not induced in the DS accession until 12 h after the imposition of the osmotic stress treatment. 

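In DS at 12 h the upregulated genes numbered 4237, against 3482 at 4 h and 4781 at 8 h. Of these, 1590 at 4 h, 2350 at 8 h and 3179 at 12 h had no value in the control. The number past the added exact binomial test was 170 at 12 h, against 239 and 357 at the earlier time points. Both counts depend on scaling, since the median log2 ratio of expressed genes in DS at 12 h was -0.72. With that median set to 0 in each contrast, the 2-fold filter gave 4062, 4943 and 6235 upregulated genes at 4, 8 and 12 h. Across 10798 genes with an FPKM of at least 1 in all DS libraries, the log2 ratios at 4 and 12 h had a Pearson's r of -0.003 and a Spearman's rho of -0.007 (across genes). Run 2 held the PEG library at 4 h and the control at 12 h, so a difference between runs would lower this correlation. With an FPKM of at least 1 in both libraries, 1029 genes were upregulated in DS at 12 h.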

In general, the results from GO enrichment analysis were supported by pathway enrichment analysis (MapMan) (Table 1). The rapid and multifaceted stress response in the DT accession can be assumed to provide a considerably greater protection from water deficiency following the onset of the osmotic stress.

### Early Drought Responses Are Induced by Hormone Signalling and Regulation

Various signalling pathways are involved in the regulation of plant responses to osmotic stress. Enrichment for hormone-related regulation and signalling pathways in the DT accession 4 h after stress induction indicates that these pathways play an important role in the early stress tolerance response. The well-known stress response hormone SA generates a wide range of metabolic and physiological responses in relation to abiotic stress in plants (Hayat et al. 2010; Huang et al. 2008). In various crops such as rice, wheat and barley, drought tolerance has been found to be improved by applying exogenous SA (Farooq et al. 2009; Fayez and Bazaid 2014; Kang et al. 2013). Our results showed rapid and unique enrichment of genes involved in cellular response and signalling pathways related to SA and JA in the DT accession. 

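Of the 88 terms listed for the DT-unique upregulated set at 4 h, 6 name salicylic acid and 3 jasmonic acid. By the paper's counts, 'cellular response to salicylic acid stimulus' had 87 of 549 genes in the set, against 56.2 expected (1-sided Fisher's exact test, p = 2.5e-05). 'Cellular response to jasmonic acid stimulus' had 70 of 466, against 47.7 (Fisher's exact p = 7.0e-04). The 3881 genes of the set had a median log2 ratio of 1.68 in DT and 0 in DS. At a minimum fold change of 4 the set numbered 1471 genes.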

In contrast, no enrichment of SA- or JA-related genes was observed in the DS accession until 12 h after stress imposition. 

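The tables for the DS-unique upregulated sets name salicylic acid in 0 of 39 terms at 4 h, 0 of 104 at 8 h and 0 of 106 at 12 h, and jasmonic acid in none of them. For the upregulated genes common to both accessions, the MapMan table lists a jasmonate pathway at 12 h with 2 genes (the paper's Fisher's exact p = 0.0077). The DS-unique sets held 2841, 3168 and 3609 genes, of which 175, 197 and 115 passed the exact binomial test of fragments in DS. The enrichment in DT and its absence in DS were not tested against each other. Requiring at least 10 fragments in one library, the DS-unique upregulated sets held 467, 766 and 492 genes.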

The DS accession failed to respond to the onset of osmotic stress with an active physiological protection process (Fig. **S1**d-f).

The phytohormone SA can have a large impact on the regulation of drought responses. In *Phillyrea angustifolia*, the endogenous SA levels are increased up to fivefold (Munné-Bosch and Peñuelas 2003) and in barley roots around twofold (Bandurska and Ski 2005) after exposure to drought stress. The mechanisms underlying the influence of SA on drought tolerance are not clear especially as different concentrations show different effects. A low concentration of SA leads to a higher drought tolerance, whereas a high concentration tends to decrease the drought tolerance (Hamada and Al-Hakimi 2001; Kang et al. 2012; Korkmaz et al. 2007). SA is well known to induce systemic acquired resistance to pathogens (Hayat et al. 2010). Interestingly, there was enrichment of genes with the GO term ‘systemic acquired resistance’ in the DT accession at 4 h (Table S1i).

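'Systemic acquired resistance' had 112 genes in the DT-unique upregulated set by the paper's count, 5.1% of the 2211 annotated genes of the set, against 70.7 expected (1-sided Fisher's exact test, p = 5.4e-07). Its subterm for salicylic acid mediated signalling had 65 of 390 genes (Fisher's exact p = 5.6e-05). The DT contrast at 4 h behind the set compares a control of run 1 with a PEG library of run 2, with 1.09 times the depth. Setting the median log2 ratio of expressed genes to 0 gave 3769 DT-unique genes.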

JA can influence stomatal closure. The treatment of *Arabidopsis* with the JA precursor 12-oxo-phytodienoic acid (12-OPDA) leads to the closure of the stomata. Additionally, increased OPDA levels can be correlated to increased drought tolerance. It was assumed that drought stress prevents the conversion of 12-OPDA to JA and OPDA acts independently or together with ABA on regulation of stomatal closure (Tatyana et al. 2014). JA may also be involved in modulating the root hydraulic conductivity which influences water uptake (Sánchez-Romera et al. 2014). In rice, the bHLH protein OsbHLH148, which leads to enhanced drought tolerance when it is overexpressed, interacts with rice jasmonate ZIM-domain (OsJAZ1) to activate the expression of *OsDREB1*, which serves as a marker for drought responses (Seo et al. 2011).

### Early Response of DS Plants to Drought Stress Focuses on a Prevention of Cell Damage

After 4 h osmotic stress, genes involved in autophagy, DNA endoreplication, circadian rhythm, fertilization and glucuronoxylan biosynthesis process were enriched in the DT accession. The DS plants reacted in a passive manner by preventing cell damage and focusing on ‘survival of the species’ by expressing genes involved in the reproductive process (Fig. **S1**d-f).

### Early Drought Adaption Is Induced by Abscisic Acid Signalling in the DS and DT Genotypes

ABA is a key phytohormone in the early response to drought stress (Cutler et al. 2010). ABA is synthesized in the roots upon sensing of limited water conditions in the soil and transports the signal through the xylem from the roots to the shoots (Hartung et al. 2002; Jiang and Hartung 2008). There it induces an H_2_O_2_-dependent closure of the stomata to reduce transpiration-mediated water loss (Sharma and Verslues 2010).

In this study, both genotypes showed adaptive processes that were induced by the ABA signalling cascade. 

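At 4 h, the DS-unique and DT-unique upregulated sets held 2841 and 3881 genes. In the set of DT, 'programmed cell death' had 116 of 757 genes by the paper's count, against 77.5 expected (1-sided Fisher's exact test, p = 6e-06), and 'response to biotic stimulus' 274 of 2131, against 218 (Fisher's exact p = 2.7e-05). The set of DS had 2.00 times the expected number of 'autophagy' genes, 2.63 times for 'fertilization' and 1.76 times for 'circadian rhythm'. Between 44.2% (DT) and 45.8% (DS) of the genes had no value in the control. With a pseudocount of 0.1 the sets held 3054 and 4821 genes.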

In the DS genotype, genes involved in autophagy, fertilization and circadian rhythm were enriched at 4 h (Table S1f); in the DT genotype at the same time point, there was an enrichment of genes involved in PCD, and genes enriched for the GO term ‘responsive to biotic stimulus’ including genes relevant for the activation of the ABA-mediated signalling and regulation pathway (Table 1). At 8 h, in both genotypes, the significantly enriched genes include ‘peroxisome organization’ and the ‘cellular response to glucose stimulus’ (Table S1d).

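'Peroxisome organization' had 20 of 171 annotated genes in the common upregulated set at 8 h by the paper's count, 2.65 times the expected 7.5 (1-sided Fisher's exact test, p = 6.8e-05). 'Cellular response to glucose stimulus' rested on 3 of 9 genes (Fisher's exact p = 0.0059). The common set at 8 h, 1613 genes with a median log2 ratio of 2.03, was larger than the 659 to 777 genes given by 100 random dealings of the fragments. In it, 617 genes had no value in either control. Both PEG libraries at 8 h came from run 1 and both controls from run 3, so a difference between these runs would appear in both accessions. A test of the fragments added after seeing the values left 104 common upregulated genes at 8 h.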

Autophagy is a mechanism that removes toxic or damaged cellular components and recycles nutrients. It is initiated in the cytoplasm by forming membranes that enclose these molecules, making so-called autophagosomes, which then fuse with the vacuoles to release their contents. ABA induces autophagy indirectly as the ABA treatment leads to the generation of oxidized proteins and potentially damaged organelles which are removed by autophagy. In the DS genotype the expression cascade triggered by the putative ABA response appears to be related to autophagy and circadian rhythms, indicating a focus on prevention of cell damage or passive stress avoidance. Under drought stress, ABA is also known to be transported to the plant reproductive structures and to influence the development of plants by expression changes in genes controlling cell division (Barnabas et al. 2008). The activation of fertilization genes observed in the DS genotype (Fig. **S1**d-f) is consistent with a mobilization of resources to achieve successful reproduction before the onset of further stress.

Also, the carbohydrate metabolic enzyme activity can be influenced by ABA (Liu et al. 2005), which is consistent with our study showing an enrichment of genes that respond to glucose stimulus in both accessions at 8 h. Evidence suggests that there is an overlap of genes relevant for controlling the circadian clock and ABA-dependent regulation (Matsui et al. 2008; Takeshi and Takafumi 2008) in response to drought and water deprivation. Additionally, key enzymes in ABA precursors and biosynthesis are controlled by the circadian clock (Takeshi and Takafumi 2008).

PCD affords cells the ability to self-destruct in a controlled manner as a response to stress. PCD is believed to be regulated and involved with plant development and plant defence (van Doorn and Woltering 2004), and is a well-known resistance response to attacks by biotrophic pathogens or the death of plant cells in compatible host-parasite interactions (Li et al. 2008; Lincoln et al. 2002). Like hormone signalling and other stress-responsive genes, PCD genes can also be induced by various abiotic stimuli such as salt stress, osmotic stress or endoplasmic reticulum stress (Cai et al. 2014; Duan et al. 2010; van Doorn and Woltering 2004; Wang et al. 2010), particularly in plant roots. An endoplasmic-reticulum stress-induced PCD was observed in Arabidopsis seedlings when they were treated with increasing concentration of PEG 8000 (Cai et al. 2014). Under water-deficient situations, ABA and reactive oxygen species induce senescence in plant leaves and root tips, executed by PCD. This mechanism plays an important role for the plant in survival as it remobilizes nutrients during stress allowing the rest of the plant to survive. An additional function of PCD is the abscission of leaves to reduce water loss through transpiration (Duan et al. 2010).

### Differential Transcription Factor Activation and Signal Responses in the Osmotic Stress Reaction

Transcription factors play critical roles in the modulation of gene expression in response to drought and other abiotic stresses. Calcium-related transcription factors, such as CDPKs, calcium B-like proteins and calcium-modulated proteins (calmodulin—CaM), along with their corresponding kinases (CIPKs), were frequently reported to regulate resistance responses against abiotic stress. For example, Pandey et al. (2013) demonstrated that the calmodulin transcription activator *CAMTA 1* regulates drought responses in *A. thaliana*.

Corresponding to this finding, we observed a clear enrichment of genes involved in calcium-related binding or signalling in the DT accession at 4 and 8 h after stress application (Table S1 o-q). 

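The paper's MapMan table attributes 49 DT-unique upregulated genes to calcium signalling at 4 h and 72 at 8 h, out of 3881 and 5858 genes. At 4 h, 1104 genes of the set had at least 10 fragments in one library, and at 8 h 2583. The set at 8 h compares the deepest library with a control of 38.1% of its depth, and 1384 of its genes were downregulated at least 2-fold in DS. With the exact binomial test added later, 677 genes were DT-unique at 8 h. From the enrichment in DT, the paper proposes activators of calcium-modulated stress responses as candidates for regulating drought resistance.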

In contrast, the DS accession was characterized by a much more passive regulatory response throughout the duration of the stress treatment (Table S1 l-n). Transcriptional activators of calcium-modulated stress responses therefore also appear to be highly interesting candidates for regulation of drought resistance strategies in *Brassica* species.

### Sulphur Assimilation and Metabolism Play Important Roles in Drought Response in *B. rapa*

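In the MapMan table the pathway for adenosine phosphosulphate reductase (S-assimilation.APR) had 4 genes in the common upregulated set at 4 h, 2 at 8 h and 3 at 12 h, with the paper's Fisher's exact p of 1.1e-05, 0.034 and 2.7e-04. ATP sulphurylase (S-assimilation.ATPS) was listed with 3 genes at 8 h. In the GO tables, 'sulfate reduction' had 4 of 8 genes in the common set at 4 h (1-sided Fisher's exact test, p = 5.6e-06) and 3 at 12 h (Fisher's exact p = 2.5e-04). The number of genes upregulated in both accessions at all 3 time points was 15 in the deposited values, and over 100 random dealings of the fragments it never exceeded 5. Among these genes, 13 had at least 10 fragments in every PEG library. For Bra036570 the FPKM lay between 136 and 277 under PEG and between 0 and 26.4 in the controls (n = 6 libraries each), and for Bra020675 between 149 and 293 under PEG and between 0 and 61.8 in the controls. Whether these are sulphur genes is not stated in the files. Requiring an FPKM of at least 1 in both libraries left 4 genes, because it drops every gene that a control did not detect.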

Genes involved in sulphur assimilation and regulation were differentially expressed in both the DS and the DT accession throughout the entire duration of the stress treatment; this observation was common to the GO analysis and the pathway analysis. Sulphur is an essential element for plant growth due to its presence in proteins, glutathione, phytochelatins, thioredoxins, chloroplast membrane lipids, and certain coenzymes and vitamins (Khan et al. 2010). Sulphur applied as sulphate or the element sulphur has been found to play a significant role in drought stress signalling and responses (Chan et al. 2013).

Different regulators of sulphur metabolism have been identified, but the signal transduction towards supply and demand, as well as coordination with other assimilatory pathways, is unknown (Takahashi et al. 2011). The observed changes in sulphur regulation could be caused by a regulatory function of ABA signalling in sulphate metabolism, as ABA regulates several components of sulphur assimilation including sulphate transport, cysteine synthesis and flux into primary assimilation. On the other hand, there is as yet no clear understanding of these processes (Urano et al. 2009), making this topic of great interest for future exploration.

Similarly, glucosinolate biosynthetic and metabolic processes also showed stress responsiveness in both accessions at 4 h. Glucosinolates are a class of secondary metabolites with high sulphur content that exist exclusively in Brassicaceae. Besides a clear interactive role with regard to both beneficial and harmful biotic factors, glucosinolates may also play a role in regulation of drought stress (del Carmen et al. 2013). Interestingly, as glucosinolates may represent up to 30% of the total sulphur content of plant organs, the regulation of glucosinolates is intimately related to the sulphur status of the entire plant (Falk et al. 2007). An increased sulphur supply has been shown to result in higher levels of total glucosinolates in *Brassica* species after moderate or severe drought stress (Gutbrodt et al. 2012; Schreiner et al. 2009; Zhang et al. 2008). However, when sulphur supply is deficient, there is a general downregulation of glucosinolate biosynthetic genes, accompanied by an upregulation of genes controlling sulphur uptake and assimilation (Falk et al. 2007). A similar response was clearly observed in our study: glucosinolate biosynthetic process genes were quickly upregulated only 4 h after osmotic stress application in both accessions (Table S1c).

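The enrichment of 'indole glucosinolate biosynthetic process' at 4 h rested on 2 of the 8 annotated genes, with 0.14 expected in the common upregulated set (1-sided Fisher's exact test, p = 0.0077). The set held 641 genes, and 8 of its 11 enriched terms had fewer than 5 genes in it. Random dealing of the fragments gave 431 to 533 common upregulated genes at 4 h over 100 draws. With the binomial test of fragments added after seeing the values, 46 common genes remained at 4 h. The paper describes the upregulation of glucosinolate genes at 4 h as similar to reported responses to sulphur supply.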

### Drought Stress Tolerance Is Modelled by Changes in the Glucuronoxylan Biosynthesis

Glucuronoxylan is one of the major components of the secondary cell walls. In Arabidopsis, mutations in genes from the glucuronoxylan pathway were shown to modulate drought tolerance, e.g. a T-DNA insertion mutant for irx14, a glycosyl transferase, results in a drought-tolerant phenotype (Keppler and Showalter 2010); a mutation in the *CesA8/IRX1* gene (*lew2*), which encodes a subunit of a cellulose synthesis complex, leads to the increase of osmolytes, such as sugar and proline, which increase drought and osmotic tolerance and acts as a protection against drought stress (Chen et al. 2005). 

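The glucuronoxylan term had 7 of 23 genes in the DS-unique upregulated set at 4 h, 4.1 times the expected number (1-sided Fisher's exact test, p = 0.001), and 7 at 12 h, 3.13 times the expected number (Fisher's exact p = 0.0049); Table S1g does not list it at 8 h. The sets held 2841 and 3609 genes, 596 and 1600 of which were downregulated at least 2-fold in DT. Whether the term differed between the accessions was not tested, since its genes are not named in the files. A minimum fold change of 4 gave sets of 1147 and 2072 genes.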

In our study, the DS genotype showed an enrichment of upregulated genes belonging to the GO term glucuronoxylan biosynthesis process at 4 and 12 h, but not in the DT genotype (Table S1f-h). The two genotypes show different gene expression patterns within the glucuronoxylan biosynthesis pathway that might influence their tolerance to drought stress.

### Validation of RNA-Seq Data by qRT-PCR

RNA-Seq gene expression was validated by qRT-PCR in several stress-related genes in drought-affected DT and DS *B. rapa* at first flower. The genes and gene pathways stimulated by osmotic stress that we report here by RNA-Seq require further validation under drought-stress conditions.

### *B. rapa* as a Source of Genetic Variation for Improvement of Drought Tolerance in *B. napus*

Hatzig et al. (2014) applied a similar osmotic treatment system to investigate hormone metabolism and metabolic status in DT and DS *B. napus* genotypes. That study also revealed a similar hormonal adjustment and osmolyte accumulation in DT genotypes compared to DS genotypes; however, the differentiation of the stress response between tolerant and susceptible *B. napus* genotypes did not occur until considerably later, when the stress treatment (PEG concentration) was increased*.* Furthermore, the main difference between the DT and DS *B. napus* genotypes seemed to be characterized by a lack of response of the DS genotype compared to the DT genotype, similar to what we observed in *B. rapa* in this study. We show an extremely rapid activation of multiple, proactive stress defence mechanisms in DT *B. rapa*, suggesting that DT *B. rapa* may harbour a superior, rapid stress resistance modulated by rapid induction of multiple, complex regulatory stress response pathways. We conclude that genes in the DT *B. rapa* genotype, induced at a very early stage after the onset of stress, lead to a rapid cascade of molecular and biological changes that confer different layers of morphological and metabolic protection against drought.

## Conclusions

Gene ontology enrichment analysis identified biological processes and metabolic pathways that differentiated the response of DS and DT genotypes of *B. rapa* to simulated drought stress. In the drought-sensitive genotype, the expression cascade triggered by the putative ABA response appears to be related to autophagy and circadian rhythm, indicating a focus on prevention of cell damage or passive stress avoidance. A specific and complex regulatory response was activated in the DT genotype at 4 h after the osmotic stress application, including response networks to systemic acquired resistance and PCD. The ABA-induced expression of genes related to PCD indicates an active strategy to maintain normal metabolism. In comparison to *B. napus* (canola), *B. rapa* may harbour a superior and more rapid response to drought stress. Subsequent research should focus on validation of these results through independent tests of gene expression (such as reverse-transcriptase quantitative PCR) and the development of biomarkers for selection of breeding materials with potentially improved drought tolerance and for transfer of drought tolerance from *B. rapa* to *B. napus*.

## Electronic Supplementary Material

Fig. S1. Significantly enriched gene ontology (GO) terms from the category ’biological process’ for 1) up-regulated genes in the PEG treatment relative to the control treatment commonly identified in the *Brassica rapa* drought-sensitive and drought-tolerant genotypes at a) 4 h, b) 8 h and c) 12 h time point, 2) up-regulated genes in the PEG treatment relative to the control treatment uniquely identified in the drought-sensitive (DS) genotype at the d) 4 h, e) 8 h and f) 12 h time point and 3) up-regulated genes in the PEG treatment relative to the control treatment uniquely identified in the drought-tolerant (DT) genotype at the g) 4 h, h) 8 h and i) 12 h time point. The web-based tool REViGO (http://revigo.irb.hr) was used to reduce the redundancy of the GO terms and visualize the reduced lists at the three time points. Each disc represents a GO term. The disc size is proportional to the frequency of this GO term in the underlying Gene Ontology Annotation Database (discs of more general terms are larger; discs of more specific terms are smaller) (Supek et al. 2011). Spatial arrangement of discs approximately reflects a grouping of GO categories by semantic similarity. The scatterplots show the cluster representatives (i.e. terms remaining after the redundancy reduction) in 2-D space.

Table S1

Table S2

Table S3

# Supplementary material for: Drought-Tolerant Brassica rapa Shows Rapid Expression of Gene Networks for General Stress Responses and Programmed Cell Death Under Simulated Drought Stress
**Source:** Plant Mol Biol Report. 2017 May 22;35(4):416–30. doi: 10.1007/s11105-017-1032-4
**Supplement:** Supplementary file 4

Table S3. List of 29 candidate genes and their primer sequences for qRT-PCR validation.

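The 29 genes of the list are identified by their B. rapa gene identifiers, the same as in the deposited expression files, which ties each primer pair to an RNA-Seq value. In quantitative RT-PCR (qRT-PCR) the cycle at which fluorescence passes a threshold is compared between drought and well-watered plants and with the housekeeping genes actin and EF1α, and the result is given as a log2-fold change. At 12 h, 47 of the 58 pairs of a gene with an accession had an RNA-Seq value in at least 1 of their 2 libraries.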

| No | Gene ID | Name | Function | Forward Primer (5' to 3') | Reverse Primer (5' to 3') | Expected PCR  Product (bp) |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | Bra000703 | HSP22 | BrHSP22 | AGCGTGGCTCTGTCTCCA | CTTCCTCTCTTTTCCTCTCTCCA | 157 |
| 2 | Bra005099 | LRP1 | Lipid transfer protein LTP1 | CTTGCCGTTGCCTTGTAGGA | GCAGTTGGTGGTTTTGCTGA | 122 |
| 3 | Bra005514 | HSP60 | BrHSP60-2 | TGACAACGACGGAAGCAGT | TCCCATACCGCCCATACCT | 110 |
| 4 | Bra006721 | PR14 | Pathogenesis-related PR-14 | TGCCTTGTATTGACGGTGTG | CGGTCTGGTGTGGTTTGAG | 176 |
| 5 | Bra007100 | PIP2;5 | Aquaporin PIP2;5 | AGGAAGTGGTTGGGGAGAAG | AGAGGAAGAGGAGAGTGGCTATG | 147 |
| 6 | Bra008661 | KIN2 | Cold-regulated protein COR6.6 (KIN2) | TGCTGCTACCTCTGCTGGA | CGGTCTTCTCCTTCACAACATT | 95 |
| 7 | Bra009225 | LEA.2 | Late embryogenesis abundant BnLEA4-1 | GATGTCGGCTTTGCCTGGT | GGTGTTATGAGCGGTGGTCCT | 121 |
| 8 | Bra010498 | Hsp101 | HSP101/ HSP100 | CGAGGAGAACCAAGAACAACC | TTAGCACCAGCGACCAAAG | 166 |
| 9 | Bra012696 | HSP70.2 | HSP70.2 KBFL-003C05 | TGCTGCCCTTGTCTATTACTCTG | CGCATCTCCATACTCTGTCCTC | 126 |
| 10 | Bra012883 | TF | Transcription factor-like | GGTAATCCCATCAAGCCAACAC | CCGTCGTGGTTCTTCTCTCTTC | 190 |
| 11 | Bra013206 | WSIP1 | Water stress-induced protein (WSIP1) | TCAACAAGATCGGTGATGCTCT | ATGTTTGTGGTCTCCGCTGCT | 182 |
| 12 | Bra013799 | CIPK1 | CBL-interacting protein kinase (CIPK1) | CACCATCCTCAAACGCAAG | CGTAGAGACGAACAACACAAGG | 92 |
| 13 | Bra014602 | UBL1 | Ubiquitin-protein ligase (UBL1) | GGTCTGTGAATCTAATGGTGTGG | TTGGAGGCTTGCTCGGATAG | 120 |
| 14 | Bra016073 | HS1 | Kuntiz type protease BocHS 1 | TATGGGCAGTCGATGTTTCC | CCTGGGATGGTTCCAACG | 160 |
| 15 | Bra016934 | ERD15 | ERD15 protein (ERD15) | AGGGAAGAACGGTGAGATGG | GCTGGTGAATGTTTCGTGGAG | 134 |
| 16 | Bra018216 | HSP17.4 | sHSP17.4 | GTGGAGAGAGAAGCAGCGAGA | ACCGTGACCGACAACACAC | 157 |
| 17 | Bra022955 | ARP.2 | Auxin-repressed protein (ARP1) | AAGGTGTAGGAGAAGGGAGCA | GGGAGCGTTTGGGTGAGAG | 188 |
| 18 | Bra023811 | PKL1 | Protein kinase-like protein (PKL1) | CGGAGATGGAGGAAGTCGTG | CGAAGCAGAAACAGCCAGGT | 99 |
| 19 | Bra026044 | ARP.1 | Auxin-responsive family protein (ARFP1) | GGCGAAGAGATGGAGAGGT | CGCTCAAACACGATGACG | 146 |
| 20 | Bra027181 | TIP2.1 | Aquaporin TIP2;1 | CGCTGTCGGTGGTCAAATC | CTCCTTCTATCGCTCCTACTCCA | 158 |
| 21 | Bra028875 | MP1 | Metallothionein protein (MP1) | TGCTGTGGAGGAAACTGTAGC | GCAACGCCGAGGACAAGA | 128 |
| 22 | Bra030858 | CPN60B | BrCPN60B | ATTGTCGTTGGTGGTGGTTG | CGTTGACTCCTGCGTTCTTG | 160 |
| 23 | Bra031127 | DNAJ1 | J-protein/HSP40 family DnaJ/Ydj1)) | CCGAGTTCTTTGGCTTCTCC | TCCTCCTCCTCCTGCTTCAC | 119 |
| 24 | Bra032742 | DNAJ2 | J-protein/HSP40 family (DnaJ/Ydj1) | TACCCGCTTCTTTCCCTTCT | TCCTCCGATTGCTTTACTGG | 112 |
| 25 | Bra032937 | TIP1;2 | Aquaporin TIP1;2 | CGCTTGCTTCCTCCTTCAGTT | GGCGATGGGTGCGATAGTT | 187 |
| 26 | Bra034845 | PP2C.2 | Putative protein phosphatase PP2C | CGAGAAGTTAGCCAGCGAGA | CAAAGCACGGCACGAGAG | 182 |
| 27 | Bra038734 | HSP70 | HSP70 | CGGGTAAAGGCGAAGGTC | GAAGGAGTGGTGCGGTTG | 124 |
| 28 | Bra040530 | PP2C.3 | Putative protein phosphatase 2C 34 | TCGTCTGGGAGGGATTTGG | CTGGTCCGTTTCGGGTTCT | 179 |
| 29 | Bra040968 | HSFB-2B | HSFB-2b/ HSF | CGCTGTCTCTCCGTCCAACTC | CACCAACCTGTCCTCCTCCTC | 101 |

How the deposited data were processed for this re-analysis (not part of the article)

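RNA of shoots of the DS and DT accessions was sequenced from the control and the PEG treatment at 4, 8 and 12 h, in 12 libraries over 3 runs. Each library pooled 3 biological replicates, so there is 1 library per condition and no comparison of 2 libraries has a replicate check. The authors removed adapters, trimmed the first bases, discarded reads of low quality, removed ribosomal reads, aligned the rest with TopHat to the genome of the Chiifu cultivar of B. rapa and computed FPKM with Cufflinks. The deposited values are on the log2 scale, log2 FPKM for each of 41020 genes, with 0 in place of a gene without a value. The design of the tests had been fixed for FPKM values before the files were seen. Where a test needed FPKM, 2 was raised to the power of the deposited log2 value, and a value of 0 was taken as an FPKM of 0.

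Genes were counted as up- or downregulated where the deposited log2 values of PEG and control differed by at least 1, a fold change of 2, the filter that the authors state. Venn sets were formed per time point and direction. Overlaps of the accessions were tested with a 2-sided Fisher's exact test over all genes. The same filter was applied between controls. Similarity of libraries was the Spearman correlation over 29178 genes with a value in any library. The mean correlation of libraries sharing a run, an accession, a treatment or a time point was compared with that of the others by an exact permutation test over 462 or 5775 arrangements. A PEG effect over the 3 time points was fitted with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) of 23723 genes with an FPKM of at least 1 in at least 3 libraries, with run, time point and accession as covariates and Benjamini-Hochberg adjustment at 0.05. A fold change on this scale understates the change of low genes. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with 100000 resamples in permutation tests that were not exact, and figures were drawn with matplotlib 3.10.9.

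Depth was read from the values, with the ratios of the paper's mapped left reads as the starting point. At low expression the FPKM of a gene is a whole multiple of the worth of 1 fragment, which depends on the gene's length and on the depth of the library. Ratios between libraries therefore fall on steps, which gave the relative depths and, for low genes, the number of fragments. For the other genes, the number of fragments assumes a gene of typical length. Gene lengths are not in the files analysed here. Among the genes with a value, the share with fewer than 5 fragments was 38.2% in the deepest and 72.8% in the shallowest library. The reading was tested on simulated data for 29178 genes, 200 of them changed, where 99.7% of values of 2 to 5 fragments were read exactly. In the same simulation the 2-fold filter called 6832 to 10151 unchanged genes per contrast. The limma fit, tested on simulated data with 200 genes raised or lowered by 3 on the log2 scale, recovered 23.5% of them. It called 5 unchanged genes. Intervals for log2 ratios are 95% exact Clopper-Pearson intervals of the share of fragments in PEG. They cover the sampling of fragments only, not differences between plants or libraries. Random dealing of the fragments between the libraries of a contrast, in proportion to depth, was drawn 100 times.

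GO and MapMan membership of genes is not in the files analysed here. The enrichment tests were recomputed from the paper's counts in Tables S1c to S1i, with the sizes of background and sets that their expected numbers imply. They therefore return the paper's p-values and are no independent check. Gene names were taken only from Table 1 and Table S3. The genes named are these 29 and, for each accession, the 5 genes with the largest and the 5 with the smallest mean log2(FPKM + 1) difference among those changed at least 2-fold in the same direction at all time points. Genes passing the limma threshold or moving in opposite directions in the accessions are also named, as are genes rising in all 6 contrasts. For these the rule was added after the files were seen. The qRT-PCR values of Table 1 were read by eye from its picture to 2 digits.

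The alternatives tried were pseudocounts of 1 and 0.1, an FPKM of at least 1 in both libraries or in one of them, a minimum fold change of 4, median scaling (the median log2 ratio of genes expressed in both libraries set to 0), at least 10 fragments in one library, and for the limma fit all genes with a value, no run covariate and leaving out each time point. An exact binomial test of the fragments was added after the values were seen, as were counting a ratio of 0 as not opposite for the qRT-PCR genes and comparing libraries within each accession, with labels permuted within the accession (100 or 225 arrangements). Tests of gene families and of the sulphur genes by name were left out, since no gene descriptions were given.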

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

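In 50 groups of libraries formed by run, accession, treatment or time point, over 5 measures per library, 6 groups had a library far from the others, where chance gives 2.5. The groups share libraries, so the flags are not independent. In run 1, DS under PEG at 8 h had the lowest sum of FPKM, 680598, against 761960 in the nearest library. Among the DS libraries, the 10 most strongly expressed genes took the largest share of the FPKM in DS under PEG at 12 h, 31.2% against 21.2% in the next library. The median FPKM of genes with a value was 10.63 in the DS control at 12 h, above the other controls and the other libraries of run 2 (the nearest had 8.60). It was 6.89 in DT under PEG at 8 h, below the other libraries of run 1 (nearest 8.33) and of the 8 h time point (nearest 8.40). DT under PEG at 8 h was the deepest library and the DS control at 12 h the second shallowest. Genes of low FPKM may be detected in a deep library and missed in a shallow one, which would lower the median of the deep one. The number of genes with a value followed depth over the 12 libraries (Spearman's rho = 0.99, permutation p = 1e-05, the smallest the resampling can give; the prediction was written after the relation was seen). For these medians depth is a candidate explanation, but their own relation to depth was not tested. The shallowest library, DT under PEG at 12 h, had a median of 10.08, which goes with it. DS under PEG at 12 h, at 48.4% of the deepest library, had 7.02, which does not. For the other 2 flags no explanation was tested. No biological explanation was tested for any of the flags, since each concerns a single library.

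The 15 genes upregulated in both accessions at all 3 time points were flagged because the paper does not report on them as a group. By random dealing of the fragments, 0 of 100 draws gave as many such genes, with a mean of 1.82. Compared within runs, where PEG and control come from different time points, 86.7% of the genes were still at least 2-fold higher in all comparisons, so a difference between runs does not account for most of them. The genes include 3 pairs of consecutive identifiers, all of them from Bra005937 to Bra005940. Whether neighbouring genes share reads cannot be tested without their sequences, and that prediction was written after the genes were seen. These 4 genes cannot be told apart from fewer loci whose reads are shared. The other 11 genes have no neighbour in the group, and whether they share reads with genes elsewhere was not tested.

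Between the controls of the accessions, 1604 genes differed at least 2-fold in the same direction at all 3 time points, 965 higher and 639 lower in DT. The paper does not report on differences between the accessions without PEG. In 0 of 100 random dealings of the fragments were there as many (mean 283, highest 317). The controls of both accessions at a time point came from the same run, so the run does not separate them. Of the 965 genes higher in DT, 190 had no value in any DS library, and of the 639 lower in DT, 52 had none in any DT library. A read lost to a sequence difference from the reference genome and a lower expression look alike in these values. The accession differences cannot be told apart from such variants.

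Moving at least 2-fold in opposite directions in DS and DT at all 3 time points were 4 genes. Bra005991 and Bra019383 rose in DS and fell in DT, with log2 ratios of 2.21, 1.51 and 2.49 in DS and -2.13, -1.39 and -2.86 in DT for Bra005991. Bra017408 and Bra036591 rose in DT and fell in DS. The difference was not tested gene by gene. Random dealing of the fragments gave as many such genes in 52 of 100 draws, with a mean of 3.96, so sampling of few fragments alone gives about this number.

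In the limma fit, 1 gene had a PEG effect over the time points that differed between DT and DS. Bra022380 changed by -8.18 in DT (standard error 0.38, limma adjusted p = 2.6e-04) and -0.62 in DS (standard error 0.38, limma adjusted p = 0.92) on the log2(FPKM + 1) scale. In DT its FPKM was 292, 179 and 463 in the controls at 4, 8 and 12 h, and it had no value in any of the 3 PEG libraries. The difference was -7.57 (standard error 0.53, limma adjusted p = 0.0084). With other splits of the libraries within the accessions, 22 of 100 drawn splits gave at least as many genes, and the highest gave 19, so a difference in this number of genes is not distinguishable from chance. No biological explanation was tested for this gene.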

How the results depend on the processing

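The alternatives were set before the processed files arrived, except the exact binomial test of fragments, the comparison of libraries within each accession and, for the qRT-PCR genes, counting a ratio of 0 as not opposite, all chosen after seeing the values. Of 53 main results, 11 kept, under every alternative, their direction and their side of the test's threshold or, for a count, stayed within 1.5 times the main count. This does not mean that their values stayed the same. The odds ratios of the overlaps between the accessions stayed above 1 and past Fisher's exact test. They ranged from 1.91 to 120 over the directions, time points and settings, the highest with the exact binomial test. Genes with no value in any library are counted, which raises the odds ratios. With the main filter, random dealing of the fragments gave a mean of 849 common upregulated genes at 12 h, more than the 628 found. Every other common set was larger than in all 100 draws. Dealing follows depth alone, whereas the median log2 ratios at 12 h were -0.72 in DS and -0.38 in DT. With these medians set to 0, the common sets at 12 h held 1075 upregulated and 1959 downregulated genes. The comparison with random dealing at 12 h thus depends on scaling. An odds ratio above 1 does not by itself show a shared response. A difference between runs could raise it too, since both accessions compare the same runs. The number of qRT-PCR genes with the same direction ranged from 17 to 24 in DS and from 17 to 23 in DT. In all, 143 values of main results moved and 3 reversed by these rules, against 225 that did not. Of the values for single named genes, 7 moved and 10 reversed. Most of the movement came from the filters and the stricter fold change, and little from the pseudocount.

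With an FPKM of at least 1 in both libraries, which drops every gene that one of them did not detect, upregulated genes numbered 1658, 2314, 1029, 2269, 3091 and 1801 and downregulated genes 2520, 2567, 3870, 2095, 2134 and 3481 in DS and then DT at 4, 8 and 12 h. In the Venn sets, 1453 DS-unique, 205 common and 2064 DT-unique genes were upregulated at 4 h and 2251 DS-unique, 269 common and 1826 DT-unique genes were downregulated at 4 h. At 8 h, 1782 DS-unique, 532 common and 2559 DT-unique genes were upregulated and 2211 DS-unique, 356 common and 1778 DT-unique genes were downregulated. At 12 h, 884 DS-unique and 145 common genes were upregulated and 1210 common and 2271 DT-unique genes were downregulated. In at least 1 contrast 16193 genes changed, 4 genes rose in all contrasts and 1 fell. The DT-unique upregulated set at 12 h, 1656 genes, was then larger than the DS-unique one, and DT had more upregulated genes at 12 h than DS, both the reverse of the main counts. For a gene of typical length at 12 h, 1 fragment was worth an FPKM of 4.86 under PEG and 1.88 in the control in DT. In DS it was worth 2.18 and 3.65. A low gene is thus kept only at a raised value in the shallower library, which may favour upregulation in DT and downregulation in DS. With this filter, controls at different time points differed in a median of 5061.5 genes, and controls of the accessions in 5028.

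At a minimum fold change of 4, upregulated genes numbered 1283, 1943, 2249, 1607, 3307 and 1280 and downregulated genes 1898, 2125, 3095, 1253, 1225 and 5796 in DS and then DT at 4, 8 and 12 h. In the Venn sets, 1147 DS-unique, 136 common and 1471 DT-unique genes were upregulated at 4 h and 1745 DS-unique, 153 common and 1100 DT-unique genes were downregulated at 4 h. At 8 h, 1521 DS-unique, 422 common and 2885 DT-unique genes were upregulated and 1927 DS-unique, 198 common and 1027 DT-unique genes were downregulated. At 12 h, 2072 DS-unique, 177 common and 1103 DT-unique genes were upregulated and 2154 DS-unique and 941 common genes were downregulated. In at least 1 contrast 16040 genes changed, 5 genes rose in all contrasts and 0 fell. For a gene of a few fragments the change from 1 to 4 already passes this filter.

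With at least 10 fragments in one library, upregulated genes numbered 551, 1166, 563, 1257, 3296 and 227 and downregulated genes 1314, 1002, 1482, 863, 526 and 3718 in DS and then DT at 4, 8 and 12 h. In the Venn sets, 467 DS-unique, 84 common and 1173 DT-unique genes were upregulated at 4 h and 1210 DS-unique, 104 common and 759 DT-unique genes were downregulated at 4 h. At 8 h, 766 DS-unique, 400 common and 2896 DT-unique genes were upregulated and 885 DS-unique, 117 common and 409 DT-unique genes were downregulated. At 12 h, 492 DS-unique, 71 common and 156 DT-unique genes were upregulated and 610 DS-unique, 872 common and 2846 DT-unique genes were downregulated. In at least 1 contrast 9341 genes changed, and 2 fell in all contrasts. This alternative drops the genes with fewer than 10 fragments in both libraries. It does not remove all differences that sampling could give. In DS at 4 h, 1865 genes passed it and 565 the exact binomial test of fragments.

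With the exact binomial test of fragments, chosen after seeing the values, upregulated genes numbered 239, 357, 170, 385, 781 and 153 and downregulated genes 326, 421, 792, 270, 272 and 1065 in DS and then DT at 4, 8 and 12 h. In the Venn sets, 193 DS-unique, 46 common and 339 DT-unique genes were upregulated at 4 h and 299 DS-unique, 27 common and 243 DT-unique genes were downregulated at 4 h. At 8 h, 253 DS-unique, 104 common and 677 DT-unique genes were upregulated and 372 DS-unique, 49 common and 223 DT-unique genes were downregulated. At 12 h, 128 DS-unique, 42 common and 111 DT-unique genes were upregulated and 448 DS-unique, 344 common and 721 DT-unique genes were downregulated. In at least 1 contrast 3256 genes changed, 10 genes rose in all contrasts and 0 fell. The test removes differences that the sampling of fragments could give.

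Genes that fell in all contrasts numbered 2 with a pseudocount of 1, 2 with an FPKM of at least 1 in one library and a pseudocount of 1, and 8 with a pseudocount of 0.1. Median scaling gave 1075 common upregulated and 1959 common downregulated genes at 12 h, where both median log2 ratios lay below 0, at -0.72 in DS and -0.38 in DT. It also turned 10 log2 ratios of the qRT-PCR genes positive, all small: 0.624 for Bra034845 and 0.565 for Bra005099 in DS, and 0.345 for Bra032742, 0.0386 for Bra022955, 0.308 for Bra028875, 0.25 for Bra012696, 0.247 for Bra023811, 0.0763 for Bra016934, 0.0484 for Bra013799 and 0.261 for Bra005514 in DT.

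Counting a ratio of 0 as not opposite, chosen after seeing the values, gave 18 qRT-PCR genes with the same direction in both accessions in place of 11, because the genes without a value are then included.

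The similarity of libraries by treatment, -0.0055 as a difference of mean correlations, became 0.000352 over genes with an FPKM of at least 1 in all libraries, and neither was past chance (adjusted p = 0.69 and adjusted p = 0.61 in the exact permutation test). Among pairs of libraries of one accession, with labels permuted within each accession, the difference by run was 0.00998 in place of -0.0014 (adjusted p = 0.27 by exact permutation) and that by time point 0.0017 in place of -0.0045 (exact permutation, adjusted p = 0.53). This alternative gives no value for the accession itself. In the limma fit for DT, 1 gene passed with a pseudocount of 0.1, 1 without the 4 h libraries, 2 without the 8 h libraries and 1 without the 12 h libraries. The difference between the accessions held 0, 0 and 2 genes in these last fits, and the DS effect 1 gene without the 12 h libraries. Leaving out a time point also removes the balance of runs.

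Depth limits all counts of genes with few fragments, and at 12 h it limits DT most, where the PEG library had 21.7% of the depth of the deepest. The alternatives for gene families and for sulphur genes by name were not run, since no gene descriptions were given. The replicate block was not run because each condition has a single pooled library.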

Differences from the paper's values

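For the qRT-PCR genes of Table 1, the paper's number with the RNA-Seq change borne out by qRT-PCR is 18, and the number with the same direction in both accessions was 11 when a ratio of 0 is counted as no direction. Of the alternatives set before the files arrived, median scaling gave 12 genes, within 1.5 times the paper's number, and pseudocounts of 1 and 0.1 and the restriction to genes with a value each gave 11. Counting a ratio of 0 as not opposite, chosen after seeing the values, gave 18 genes.

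The paper states that more upregulated genes fell into the category for response to stimulus in DT than in DS, above all at 12 h. Over all functions, upregulated genes at 12 h numbered 3032 in DT and 4237 in DS. With an FPKM of at least 1 in both libraries the order was the reverse, 1801 in DT and 1029 in DS. That filter keeps a low gene only where the shallower library detected it, at a raised value. The shallower library was PEG in DT and the control in DS, so the filter may favour upregulation in DT. The reversal thus does not settle the order. The category itself could not be counted. Among the genes it takes as verified, the paper shades several with no value in either library as upregulated in Table 1. With a ratio of 0 set apart, 2 of the 18 genes rose in both accessions, 4 fell in both and 5 rose in DS and fell in DT. The paper places the first enrichment of salicylic and jasmonic acid genes in DS at 12 h. In Table S1h, 0 of the 106 terms for the DS-unique upregulated genes at 12 h name salicylic acid, and 0 name jasmonic acid. For the common set, however, the paper's MapMan table lists a jasmonate pathway at 12 h with 2 genes (the paper's Fisher's exact p = 0.0077).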

Other observations

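How much of the 2-fold differences may come from sources other than PEG was examined in 3 ways. Random dealing of the fragments between PEG and control gave 75.7% as many genes as the data, summed over the 6 contrasts. In each contrast the data gave more genes than the highest of 100 draws, with 8651 genes against 7227 in DS at 4 h, where the margin was smallest. Sampling alone therefore does not give the whole number, and the draws do not say which of the genes differ by sampling. Controls of one accession at different time points differed in a median of 10538 genes, 101.7% of the median for PEG against control (10362.5 genes), and controls of the accessions at one time point in 11456. Over all pairs, libraries of one run had a mean correlation close to that of the others (difference of mean Spearman correlations -0.0014, exact permutation p = 0.47, adjusted p = 0.69). Libraries of one accession were more alike (difference 0.062, exact permutation p = 0.0022, adjusted p = 0.0087 over 4 factors), and for treatment the difference was -0.0055 (exact permutation p = 0.69). The predictions for these tests were written before their results. The comparison by run is biased downwards, since 6 of 18 pairs of one run share the accession, against 24 of 48 other pairs. Among pairs of one accession, chosen after the comparison over all pairs was seen, libraries of one run were slightly more alike (difference 0.00998, exact permutation p = 0.089, adjusted p = 0.27 over 3 factors). The difference by treatment was -0.0034 (exact permutation p = 0.65), but pairs of one run always differ in treatment, so these factors are mixed. Pairs of other treatment and time had a mean correlation of 0.7225 within a run and 0.7093 across runs (difference 0.0132, not tested). Pairs of one treatment, all across runs, had 0.7125. An effect of the run is neither shown nor excluded. Sampling may account for a large part of the 2-fold differences. As a whole, the rest cannot be told apart from the run and from the background between libraries without PEG. Of the 15 genes that rose in every contrast, however, 13 stayed at least 2-fold higher in all comparisons within runs.

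Downregulated genes made up 77.4% of the genes changed in DT at 12 h, where the PEG library was the shallowest. It was predicted beforehand that low depth would bring this share to between 40 and 60% among genes with at least 10 fragments after median scaling. The share was 88.2%, which does not meet that prediction. The filter itself, however, leans towards genes high in the deeper library. Over the 6 contrasts the share among genes with at least 10 fragments after median scaling fell as the depth of PEG over control rose (Spearman's rho = -1, exact permutation p = 0.0028; Pearson's r = -0.98, exact permutation p = 0.0014; adjusted p = 0.0056 and 0.0028). Without the 2 contrasts farthest from the median r was -0.91. Each contrast spans 2 runs, so the relation cannot be recomputed within a run. That explanation was written after the first result was seen. For the share among all changed genes the relation was weaker (Spearman's rho = -0.66, exact permutation p = 0.175; Pearson's r = -0.84, exact permutation p = 0.043; adjusted p = 0.175 and 0.057), and without the 2 contrasts farthest from the median r was 0.14. The excess in DT at 12 h thus cannot be told apart from the lean of the filter among genes with at least 10 fragments. For all changed genes, 6 contrasts do not settle whether it follows depth.

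Among upregulated genes, the share with no value in the control rose with the depth ratio over the 6 contrasts by Spearman's rho = 0.77 (exact permutation p = 0.10, adjusted p = 0.14) and Pearson's r = 0.77 (exact permutation p = 0.082, adjusted p = 0.082; 0.86 without the 2 contrasts farthest from the median). The prediction was written after the shares were seen, and 6 contrasts do not settle it. No contrast lies within a run.

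The expected numbers in the paper's tables imply a background of all annotated genes, 21583. With a background of the paper's number of differentially expressed genes with GO terms, and the size of each term left unchanged, 38 of the 421 terms in Tables S1c to S1i kept p under 0.01 in a 1-sided Fisher's exact test. Since a smaller background also shrinks the terms, this is only a bound, and the part of the enrichment that may come from genes without a value in any library cannot be told from the files. The prediction was written after the tables were seen.

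The PEG effect over the 3 time points, in which the runs balance, was past the limma threshold for 0 genes in DS and 4 in DT. With 0 genes in DS, any split of its libraries gives at least as many, so splits cannot test that count. Splits of the DT libraries gave as many genes in 1 of 10 cases, the real split being the only one. A share under 0.05 cannot come from 10 splits. In DT, Bra005937 rose by 5.06 (standard error 0.44, limma adjusted p = 0.025), Bra020675 by 6.09 (0.56, adjusted p = 0.026 from limma) and Bra036570 by 6.85 (0.71, limma adjusted p = 0.049), all 3 among the 15 genes that rose in every contrast. In DS the same genes rose by 2.79, 3.12 and 4.62, below the threshold, and their difference between the accessions was not past it either (limma adjusted p = 1.00 for each). The median standard error of the fit was 0.70 on the log2 scale, so changes of less than several-fold were not detectable for a typical gene. Most several-fold changes are missed too, since the fit recovered 23.5% of simulated genes raised or lowered by 3 on the log2 scale.

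Changed at least 2-fold in the same direction at all 3 time points were, in DS, 170 upregulated and 321 downregulated genes, and in DT 235 and 234. Random dealing of the fragments gave means of 157 and 146 in DS and 142 and 182 in DT. In 13 of 100 draws there were as many as the 170 upregulated genes in DS, which thus lie within sampling. The other numbers were reached in 0 of 100 draws. By the mean log2(FPKM + 1) difference, the 5 largest in DS were Bra035687 (6.7), Bra036158 (5.4), Bra032371 (5.3), Bra007149 (4.8) and Bra020466 (4.8), and the 5 smallest Bra032790 (-5.9), Bra014187 (-5.7), Bra020576 (-5.1), Bra016642 (-5.0) and Bra026590 (-4.9). In DT the 5 largest were Bra036570 (6.8), Bra005940 (6.3), Bra036158 (6.2), Bra020675 (6.1) and Bra037456 (5.7), and the 5 smallest Bra022380 (-8.2), Bra029235 (-5.1), Bra026689 (-5.0), Bra014195 (-4.4) and Bra001958 (-4.3). All 5 of the largest in DT, and Bra036158 and Bra020466 in DS, belong to the 15 genes that rose in every contrast. The genes were picked by their size, so these differences are likely to be too large. Of all of them only Bra020675, Bra036570 and Bra022380 were past the limma threshold, in DT.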
